# Nonproteolytic ubiquitination regulates chromatin occupancy by the NCoR/SMRT/HDAC3 corepressor complex in MCF-7 breast cancer cells

**DOI:** 10.1073/pnas.2502805122

**Published:** 2025-04-30

**Authors:** Giulio Ferrero, Maria Dafne Cardamone, Francesca Luca, Eliot Bourk, Laura Ricci, Wen Liu, Yuan Gao, Giulia Burrone, Akhirah Muhammad, Stefanie Chan, Emma Smith, Ting-Yu Claire Fan, Santina Cutrupi, Ivan Garcia-Bassets, Michele De Bortoli, Michael G. Rosenfeld, Valentina Perissi

**Keywords:** transcription, corepressor, ubiquitin, breast cancer

## Abstract

Tight regulation of gene expression is achieved through the coordinated action of transcription factors and cofactors that often can act as both repressors and activators in response to regulatory signals, with their activity modulated by context-specific signal transduction pathways that also impinge on their transient and cyclical recruitment to chromatin. However, the mechanisms underlying the intricate interplay between the regulatory strategies controlling cofactors’ activity and localization across subcellar domains remain poorly understood. Here, we investigated the role of G-Protein Pathway Suppressor 2 (GPS2), a transcriptional cofactor critical for maintaining cellular homeostasis via regulation of mitochondrial biogenesis, stress response, lipid metabolism, insulin signaling, and inflammation, in MCF-7 breast cancer cells. By integration of biochemical assays with genome-wide RNA sequencing and Chromatin immunoprecipitation-Seq analyses, we show that nuclear GPS2 is required for licensing histone deacetylase 3 recruitment to chromatin via restricted ubiquitination by tumor necrosis factor receptor-associated factor 6 (TRAF6), an E3 ubiquitin ligase previously shown to regulate the switch from repressive to activating functions of the nuclear receptor corepressor (NCoR)/silencing mediator of retinoic acid and thyroid hormone receptor (SMRT) complex and here unexpectedly found to translocate to the nucleus in response to IL-1β stimulation. Nuclear TRAF6 is recruited to chromatin via direct interaction with the corepressors NCoR/SMRT, and TRAF6-mediated ubiquitination of TGF-beta activated kinase 1 (MAP3K7) binding protein 2 (TAB2), a facultative component of the NCoR/SMRT complex, contributes to corepressor clearance from target regulatory regions. Together, these results reveal an exquisite mechanism for coordinating the local regulation of cofactor activity with proinflammatory signaling pathways.

## Significance

Cells tightly control gene expression through the combined actions of many transcription factors and cofactors responding to developmental and environmental signals. This study uncovers an unexpected mechanism by which inflammatory signals influence gene expression in breast cancer cells by regulating the transcriptional activity of the nuclear receptor corepressor (NCoR)/silencing mediator of retinoic acid and thyroid hormone receptor (SMRT)/histone deacetylase 3 (HDAC3) corepressor complex through tumor necrosis factor receptor-associated factor 6 (TRAF6)-dependent ubiquitination events. These findings reveal an intricate interplay between the mechanisms regulating the function and clearance of chromatin remodeling complexes by immune signaling pathways across subcellular compartments.

Gene expression modulation is achieved through the complex interplay of repression and activation events mediated by many transcriptional regulators, including several exhibiting dual functions as both corepressors and coactivators (1). This is exemplified by the nuclear receptor corepressor (NCoR)/silencing mediator of retinoic acid and thyroid hormone receptor (SMRT) complex, initially identified and characterized as a corepressor complex carrying histone deacetylation activity and later shown to associate with gene activation as well (2–7). As the switch between these opposite functions has been associated with phosphorylation events promoting the deacetylation of distinct targets (5–11), recruitment and regulation of histone deacetylase 3 (HDAC3)—the main chromatin remodeling enzyme in the NCoR/SMRT complex—are key determinants of the transcriptional outcome. Interplay between the various components of the NCoR/SMRT complex plays a central role in this context, with HDAC3 enzymatic activity being directly dependent on its interaction with a deacetylase-activating domain in NCoR/SMRT (2, 11–15).

In addition to HDAC3, integral components of the NCoR/SMRT corepressor complex include the histone binding and exchange factors TBL1/TBLR1 and the regulatory subunit G-Protein Pathway Suppressor 2 (GPS2) (3, 13, 16–19). GPS2 is a small, conserved subunit initially isolated during a screening for suppressors of Ras activation in yeast and later shown to regulate multiple processes critical to maintaining cellular homeostasis in mammalian cells, including lipid metabolism, insulin signaling, mitochondrial biogenesis and bioenergetics, and inflammation (19–32). These complementary functions are mediated by a combination of genomic and nongenomic mechanisms that reflects GPS2 dynamic localization to various subcellular locations (22, 23, 25–29, 33, 34). Nonetheless, the molecular basis of GPS2 activity appears consistent across different processes and locations as GPS2-mediated inhibition of non-proteolytic-ubiquitination activity is important for both transcriptional regulation of PPARγ target genes and nuclear-encoded mitochondrial genes (neMITO) in the nucleus, translational control of antioxidant transcripts on the outer mitochondrial membrane (35) and posttranslational regulation of Phosphatidylinositol 3-kinase (PI3K)/AKT signaling and Tumor Necrosis Factor-alpha/Toll-like receptor 4 (TLR4) proinflammatory pathways in the cytosol (25–29).

Ubiquitination is a reversible modification that is achieved via the sequential activity of several classes of enzymes, including a ubiquitin (Ub)-activating enzyme (E1), an Ub-conjugating enzyme (E2), and an Ub ligase (E3) (36, 37). Polyubiquitination of target proteins with chains of different topologies can promote protein degradation or, as in the case of other posttranslational modifications, influence protein functions and interactions (36–40) GPS2 inhibits the activity of Ubc13/Ube2N, an E2 ubiquitin-conjugating enzyme responsible for the synthesis of nonproteolytic K63 ubiquitin chains, and previous studies have linked GPS2-mediated inhibition of Ubc13 activity to both nuclear and extranuclear events (25–29). In differentiating adipocytes, GPS2-mediated inhibition of Ubc13 activity regulates gene expression via the stabilization of a histone demethylase, KDM4A/JMJD2A, responsible for removing the repressive H3K9me3 marks from selected PPARγ target genes (25). Similarly, under conditions of mitochondrial stress, GPS2-mediated inhibition of Ubc13 activity promotes chromatin remodeling and activation of stress response and neMITO by promoting H3K9 demethylation (29). While in these contexts GPS2 promotes gene activation, its role in mediating the repression of proinflammatory genes and estrogen receptor targets as part of the NCoR/SMRT complex is also well established, as supported by the transcriptomic analysis of various Knock-out (KO)/Knock-down models (19, 21, 23, 24, 32, 34). However, it remains to be determined whether the inhibition of Ubc13 activity similarly contributes to GPS2 repressive functions.

Recent studies have begun uncovering an unexpected role for K63 ubiquitination in the modulation of HDAC3 activity. For instance, HDAC3 ubiquitination by the E3 ligase TRAF6 leads to *MYC* upregulation in hepatocellular carcinoma due to dissociation of K63-ubiquitinated HDAC3 from the MYC promoter (41). Similarly, the downregulation of USP38, a K63 deubiquitinase, in colorectal cancer is associated with increased ubiquitination of HDAC3 and upregulation of cancer stem cell–related genes (42). Still, the role of K63 ubiquitination in the modulation of HDAC3 activity has not been fully elucidated. Here, we interrogated whether GPS2 inhibitory role against K63 ubiquitination is relevant for the regulation of HDAC3-regulated genes. Our results reveal that lack of GPS2 leads to aberrant HDAC3 ubiquitination and dismissal of HDAC3 from most target genes, including both HDAC3-activated and -repressed genes. Our studies also uncover the molecular basis of TRAF6-mediated regulation of the NCoR/SMRT complex activity, including identifying and characterizing another component of the complex, TGF-beta activated kinase 1 (MAP3K7) binding protein 2, as a target of ubiquitination-dependent regulation.

## Results

### GPS2 Represses c-Myc Gene Expression through Inhibition of HDAC3 Ubiquitination.

We previously reported that GPS2 deletion in triple-negative MDA-MB231 breast cancer cells is associated with the upregulation of *MYC* and MYC-dependent target genes (43). However, the mechanism underlying GPS2-mediated regulation of c-Myc expression remained to be determined. To address this question and dissect the role of GPS2, and other components of the NCoR/SMRT corepressor complex, in the transcriptional regulation of *MYC* expression, we switched to Estrogen Receptor α-positive MCF-7 cells, which have lower basal expression of c-Myc than MDA-MB231 cells (44). GPS2 deletion in MCF-7 cells was performed by CRISPR/Cas9 genome editing (Fig. 1*A*), as previously done for MDA-MB231 cells (43). Individual clones were validated by sequencing, and it was confirmed that GPS2-KO cells exhibited the expected decrease in GPS2 RNA and protein levels compared to the parental cells (Fig. 1 *B* and *C*). Comparison of GPS2 WT and KO MCF-7 cells by RTqPCR also confirmed the upregulation of *MYC* expression in the absence of GPS2 in this model (Fig. 1*D*).

**Fig. 1.**
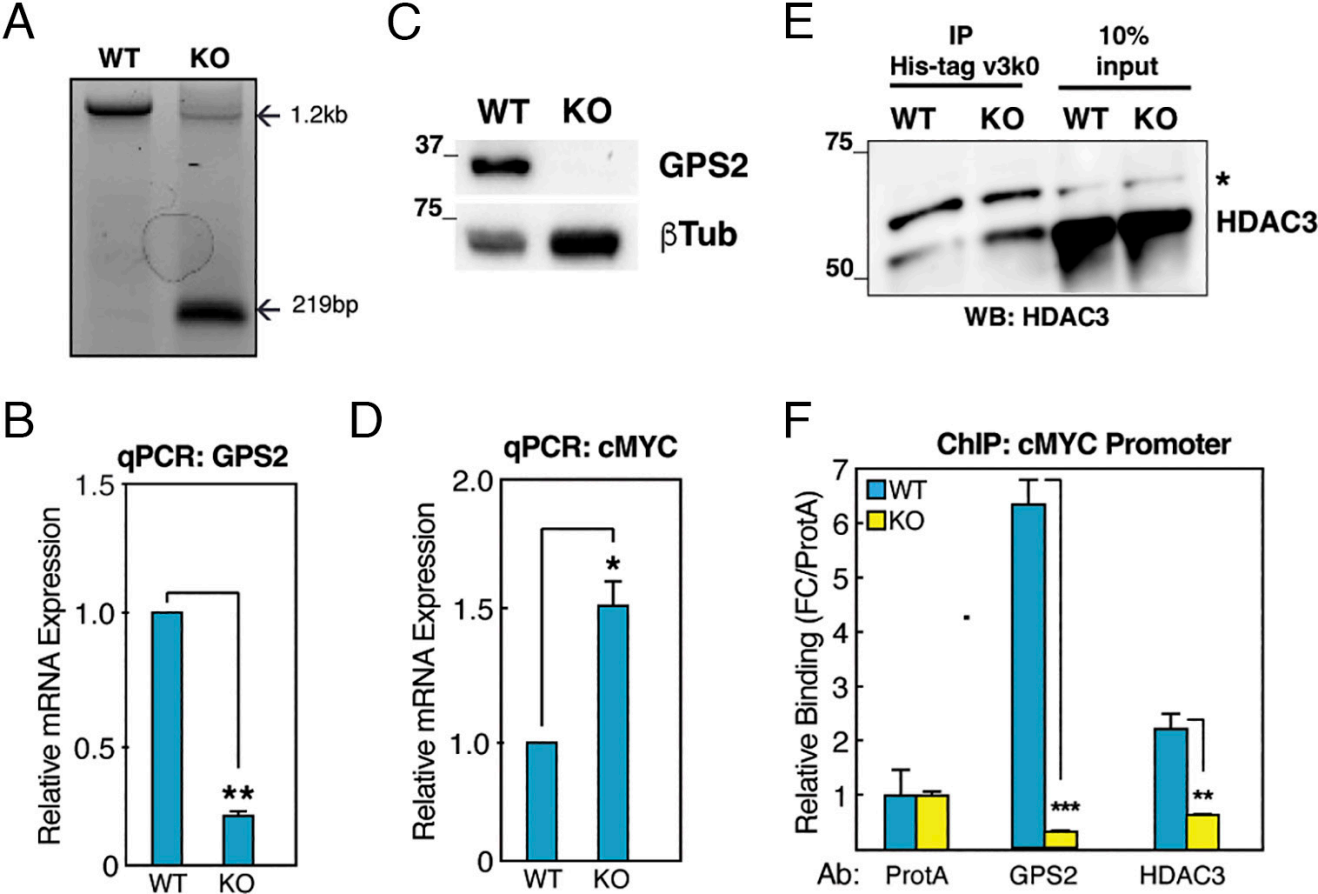
(*A*) GPS2 deletion by CRISPR/Cas9 genome editing is validated by genomic PCR. PCR fragment of 219 bp is indicative of deletion of exons 2-6. (*B* and *C*) RT-qPCR (*B*) and western blot analysis (*C*) of GPS2 levels in GPS2 WT and KO MCF-7 cells. RTqPCR data are normalized to Human Cyclophilin A. *P < 0.05 vs. control, Student’s *t* test. Data are represented as mean ± SEM. (*D*) Expression of c-myc measured by RTqPCR with data normalized to human Cyclophilin A. *P < 0.05 vs. control, Student’s *t* test. Data are represented as mean ± SEM. (*E*) Ubiquitination of HDAC3. Immunoprecipitation analysis was performed on nuclear extracts using a K63-ubiquitin-binding column (His-tag Vx3k0) as described in ref. 35. Immunoprecipitated fraction was analyzed by immunoblotting with anti-HDAC3 antibody. * indicates an aspecific band. (*F*) Chromatin immunoprecipitation (ChIP) for HDAC3 and GPS2 on the *MYC* gene promoter. Bar graphs represent the sample mean of three technical replicates. *P value < 0.05; **P value < 0.01; ***P value < 0.001, Student’s *t* test.

Previous studies indicate that GPS2 modulates transcriptional activation by regulating chromatin remodeling through stabilization of a histone methyltransferase [Cardamone et al. (25), 2018]. We speculated that a similar strategy might be employed for modulating gene repression, with GPS2’s role within the NCoR/SMRT complex being critical for licensing the availability of a different chromatin remodeling enzyme. Based on previous studies showing aberrant TRAF6/Ubc13 activity in the absence of GPS2 (26, 27), and TRAF6-mediated ubiquitination of HDAC3 promoting derepression of the *MYC* gene (41), we hypothesized that GPS2 regulates HDAC3 availability and HDAC3-dependent repression of *MYC* via inhibition of TRAF6 activity. To begin investigating this hypothesis, we asked whether GPS2 maintains *MYC* under negative regulation through modulation of HDAC3 ubiquitination. First, to monitor the impact of GPS2 deletion on HDAC3 ubiquitination, we performed immunoprecipitation of nuclear proteins using a K63-specific ubiquitin binding (UBD) column (His-tag Vx3k0) (35), followed by western blotting for HDAC3. The amount of HDAC3 purified by the K63-UBD was higher in GPS2-KO cells compared to WT (Fig. 1*E*), in accord with previous results showing elevated TRAF6 activity in the absence of GPS2 (26, 35). To investigate the impact of the increase in HDAC3 ubiquitination on c-Myc transcriptional regulation, we measured GPS2 and HDAC3 recruitment to the *MYC* promoter by chromatin immunoprecipitation (ChIP). As expected, both cofactors were bound to the promoter in WT MCF-7 cells (Fig. 1*F*), whereas HDAC3 recruitment to DNA was impaired in the absence of GPS2 (Fig. 1*F*). Together, these results confirm that GPS2 deletion promotes c-Myc upregulation through unrestricted ubiquitination and dismissal of HDAC3 from the *MYC* promoter.

### GPS2 KO Induces a Large-Scale Dismissal of HDAC3 Chromatin Binding.

Next, we asked whether this regulatory strategy was specific to MYC or extended to other genes. To address this question, we explored the effect of GPS2 silencing on the recruitment of HDAC3 to chromatin at the whole genome level. Chromatin Immuno-Precipitation–Sequencing (ChIP-Seq) for GPS2 and HDAC3 in WT and GPS2-KO MCF-7 cells was performed as before (Dataset S1*A*) (29, 45). The analysis of GPS2 peaks in WT cells highlighted 4,875 significant ChIP-Seq peaks, of which 96.74% were associated with the expected decrease in GPS2 occupancy in KO cells (Dataset S1*B*), thus confirming the specificity of the detected signal. Most of the GPS2 peaks were localized at gene introns (49.83%) or intergenic regions (32.98%), while 405 peaks (8.31%) were detected at gene promoters (Dataset S1*C*). Genes associated with a GPS2 peak were functionally enriched in heterogeneous processes, including those related to cell migration [e.g., *regulation of epithelial cell migration (GO:0010632), regulation of focal adhesion disassembly (GO:0120182)*] and metabolism [e.g., *cellular glucose homeostasis (GO:0001678) and proteoglycan metabolic process (GO:0006029)*] (Dataset S1*D*).

The analysis of HDAC3 ChIP-Seq data in WT cells identified 3,569 significant chromatin associations (Fig. 2*A*). Among them, 2,039 (57.13%) overlapped with a GPS2 peak, indicating regulatory regions co-occupied by the two factors, which is in accord with these two factors being integral components of the same complex (Fig. 2*A* and Dataset S1*B*). As previously reported for other components of the NCoR/SMRT complex, the genomic distribution of HDAC3 peaks showed a prevalence of intronic and intergenic binding, with no significant differences if dividing the regions based on the co-occupancy with GPS2 (Dataset S1*C*). Based on integration with the MCF-7 chromatin states predicted for WT cells (46), we identified 787 HDAC3 peaks that overlapped with regions classified as enhancers, again with no significant differences in the respective representation of GPS2 overlapping and nonoverlapping peaks (Dataset S1*C*).

**Fig. 2.**
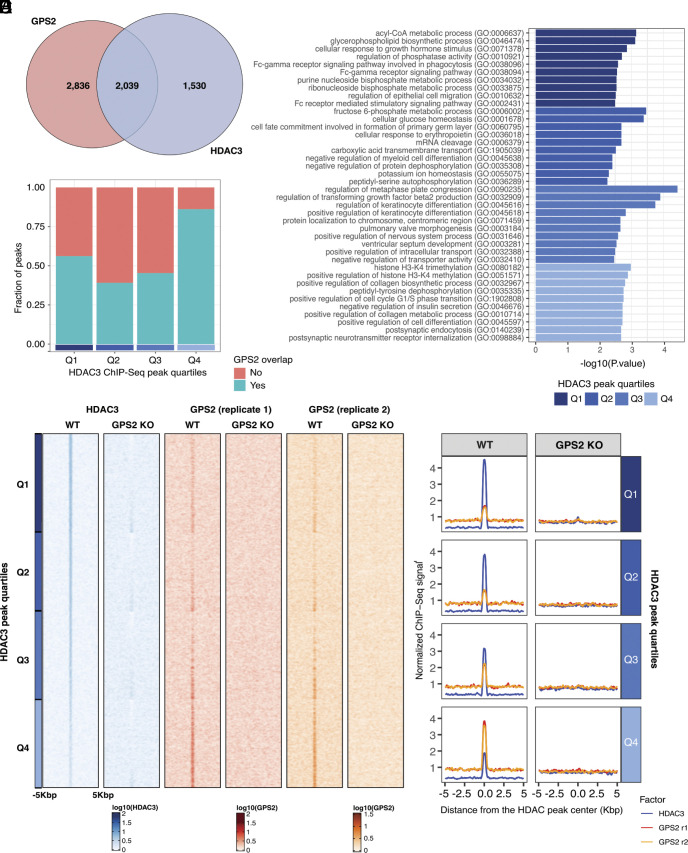
(*A*) Venn diagram showing the number of peaks overlapped between the HDAC3 and GPS2 ChIP-Seq experiments. (*B*) Bar plot reporting the fraction of HDAC3 peaks in each peak quartile overlapping a GPS2 chromatin binding in WT cells. (*C*) The bar plot shows the top 10 significant biological processes enriched in genes annotated within 10 kbp from HDAC3 peaks in each peak quartile. (*D*) Peak density heatmap reporting the normalized HDAC3 and GPS2 ChIP-Seq signals measured in a ±5 kbp window centered on the significant HDAC3 peaks obtained in the control condition. The peaks are first sorted based on the significance of HDAC3 ChIP enrichment with respect to the input samples and then sorted based on the significance of the decrease in HDAC3 binding within each quartile. The signals measured in GPS2-KO cells and the HDAC3 peak quartiles are also reported. (*E*) Average normalized HDAC3 and GPS2 ChIP-Seq signals measured in WT or GPS2-KO MCF-7 cells.

In accord with previous studies showing both GPS2 alone and the NCoR/SMRT corepressor complex as a whole being recruited by a number of different transcription factors (TFs), motif enrichment analysis showed an enrichment for several classes of TFs. De novo analysis revealed an enrichment for ZNF384, TFAP2C, and PAX9 motifs among the HDAC3-GPS2 overlapped peaks, and binding motifs for bHLH, homeobox, zing fingers factors, and nuclear receptors were identified by HOMER across both common and separate peaks (Dataset S1 *E* and *F*). Interestingly, dividing the HDAC3 peaks into four quartiles (Q1-Q4) (Fig. 2*B*) based on ChIP-Seq enrichment significance revealed a specific enrichment for p53 and PAX5 (Q1) and nuclear receptor binding sites (Q2) among peaks with higher HDAC3 binding, whereas the peaks with lower binding intensity are enriched for Zf (Q3) and bHLH (Q4) binding sites (Dataset S1*F*). In accord with these differences in TFs binding sites, metabolism-related terms [e.g., *acyl-CoA metabolic process (GO:0006637)*, *fructose 6-phosphate metabolic process (GO:0006002)*, *cellular glucose homeostasis (GO:0001678),* and *glycerophospholipid biosynthetic process (GO:0046474)*] were enriched among high-intensity HDAC3 peaks (Q1 or Q2) when considering the genes annotated within 10 Kbp from the HDAC3 peak (Fig. 2*C* and Dataset S1*D*). Conversely, Q3 and Q4 HDAC3 peaks were enriched in terms related to cell cycle control [e.g., *positive regulation of cell cycle G1/S phase transition (GO:1902808)* and *regulation of metaphase plate congression (GO:0090235)*] and developmental processes [e.g., *regulation of transforming growth factor beta2 production (GO:0032909)* and *positive regulation of cell differentiation (GO:0045597)*] (Fig. 2*C*). Unexpectedly, GPS2 appears to bind most strongly to the regions with weak HDAC3 signal as a higher proportion of GPS2 peaks was observed in low-intensity HDAC3 peaks (Q4) (*P* < 0.0001) in comparison to higher-intensity HDAC3 peaks (Q1, Q2, and Q3), whereas HDAC3 binding is stronger in regions with weak GPS2 signal (Fig. 2*D*). These results together suggest that different TFs may be recruiting the two factors through a different stoichiometry. Nonetheless, the loss of GPS2 appears to affect weak and strong HDAC3 in a similar manner as we observed a striking decrease in HDAC3 recruitment to chromatin in GPS2-KO cells across all the quartiles, with more than 90% of the HDAC3 peaks (3,304 over 3,569) found decreased in GPS2-KO cells, 2,364 of which were significantly (*P* < 0.05) decreased (Fig. 2 *D* and *E* and Dataset S1*G*).

### Transcriptome Analysis of MCF-7 Cells in the Absence of GPS2.

Previous studies revealed that HDAC3 contributes to both transcriptional repression and activation via deacetylation of distinct protein targets (6, 11, 47). Based on the striking decrease in HDAC3 binding to most genomic locations recorded by ChIP-Seq, we predicted that loss of GPS2 would equally impair the expression of HDAC3-repressed and -activated genes. To investigate the transcriptional effect of GPS2 deletion, total RNA sequencing (RNA-Seq) of GSP2-KO and WT cells was performed on GPS2-WT and GPS2-KO MCF-7 cells in triplicate (48). 

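MCF-7 is a human breast cancer cell line that expresses estrogen receptor α and grows in response to estrogen. GPS2-KO cells had been made from it with guide RNAs against exons 2 and 6 of GPS2 and are described as heterogeneous pools in the methods and as individual clones in the results of the paper. RNA-Seq of 3 GPS2-KO and 3 WT samples was analysed here, and all 6 libraries were used. Total RNA had been isolated with the RNeasy Plus kit, and libraries had been made with the Kapa RNA HyperPrep kit with RiboErase, which removes ribosomal RNA. They were sequenced as paired ends on a NextSeq in more than 1 run, and the sources used here do not give the run of each library, so an effect of the run could not be examined. The authors checked the reads with FastQC, aligned them to hg38 and the Gencode release that the paper names with STAR, and estimated counts per gene with RSEM, and the versions of STAR and RSEM are not given in the sources used here. The deposited table held RSEM expected counts for 60527 Ensembl genes, and these were rounded before testing. The expected counts summed to 59191349, 51600746 and 58833364 in GPS2-KO replicates 1, 2 and 3, and to 54062726, 51426785 and 52100106 in WT replicates 1, 2 and 3. At these depths 1 count equaled 0.0168 to 0.0195 CPM. Genes with too few counts were removed with filterByExpr of edgeR at a minimum count of 10, which left 16810 genes. Libraries were scaled by TMM, and GPS2-KO was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as mean normalized CPM ± SD over the 3 libraries of a group, and changes as log2 fold changes of GPS2-KO over WT. A gene was called at an adjusted p under 0.001, the threshold of the paper, and GPS2, MYC and gene lists at 0.05. The paper tested with tximport and DESeq2 and asked for a median TPM above 1 in at least 1 condition. The transcript lengths that tximport takes from RSEM are not in the count table, so that step was not repeated. Nothing in the labels says that the replicates were separate cultures, so the p-values measure the spread between these libraries, which may be technical. The labels also do not say whether the GPS2-KO libraries came from separately edited cells. GPS2 loss and any other difference between the edited and the WT cells fall on the same libraries. The changes below therefore cannot be assigned to GPS2 loss alone.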

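Expression in GPS2-KO cells lay far from that in WT cells compared with the distances among replicates. In a principal component analysis of the gene-centered log2 CPM of the tested genes, PC1 held 73.8% of the variance and PC2 held 7.62%. GPS2-KO replicates 1, 2 and 3 had PC1 scores of 44.8, 46.6 and 48.7, and WT replicates 1, 2 and 3 had scores of −46.5, −46.3 and −47.3. The nearest libraries of the 2 groups were 91.0 apart on PC1, against a range of 3.97 among the GPS2-KO libraries and 1.07 among the WT libraries. On PC2 the WT libraries ran from −26.1 to 25.0 and the GPS2-KO libraries from −3.31 to 5.25. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the separation was described and not tested.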

PCA analysis showed that the expression profiles of the three replicates of the GPS2-KO experiments differed from those of WT cells (Fig. 3*A*). As expected, GPS2 levels significantly decreased in the GPS2-KO cells (adj. *P* < 0.05) (Fig. 3*B*). 

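GPS2 is a subunit of the NCoR/SMRT corepressor complex and an inhibitor of K63 ubiquitination by Ubc13. Its level was 42.5, 40.7 and 41.2 CPM in GPS2-KO replicates 1, 2 and 3, and 49.5, 47.6 and 48.0 CPM in WT replicates 1, 2 and 3. Every GPS2-KO library was below every WT library, with means of 41.5 ± 0.938 CPM (SD, n = 3) and 48.4 ± 0.983 CPM (SD, n = 3). The fall was small, at a log2 fold change of −0.22 (SE 0.04, adjusted p = 4.20e-05 from edgeR), which left GPS2-KO cells at 0.858 of the WT level. The expected counts behind these values ran from 2117 to 2524 in the GPS2-KO libraries and from 2445 to 2662 in the WT libraries. GPS2 (ENSG00000132522) lies on the minus strand of chromosome 17 of GRCh38 from 7311324 to 7315564. Its canonical transcript has 11 exons and 1176 bases. Exon 2, from 7314959 to 7315119, and exon 6, from 7313906 to 7313988, are the exons targeted by the guide RNAs. Exons 2 to 6 hold 547 bases, or 46.5% of the transcript, and the 3 exons between the targets hold 303 bases, or 25.8%. The table gives 1 count per gene and no count per exon, so reads from exons outside the targeted region are part of the GPS2 level. Across all annotated transcripts, 241 of the 3089 exon bases of GPS2 also lie in exons of EIF5A on the other strand, and whether counting took the strand into account is not given in the sources used here.

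**Figure D1:**
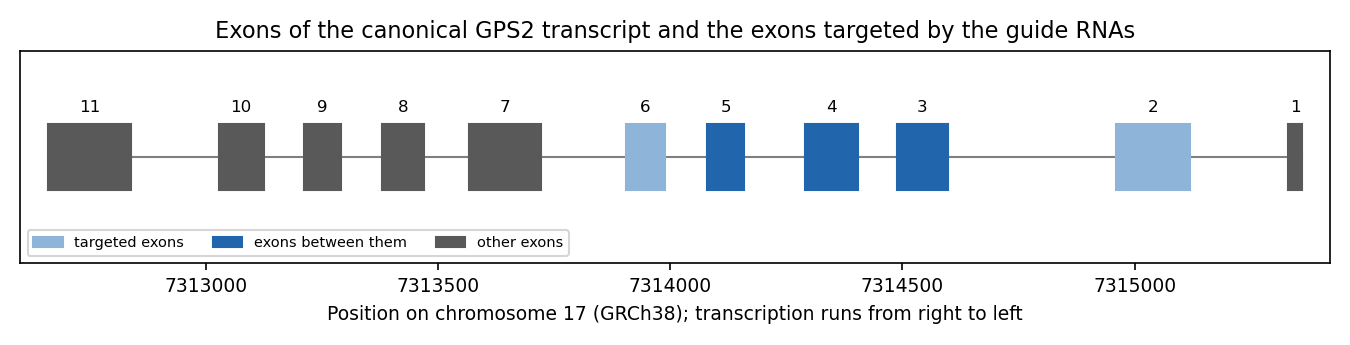
The 11 exons of the canonical GPS2 transcript on chromosome 17 of GRCh38, with the position in bases on the horizontal axis. The targeted exons 2 and 6 and the exons 3 to 5 between them are marked.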

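GPS2-KO cells had 2965 genes called higher and 3151 called lower than WT cells, or 6116 of the 16810 tested. The balance turned with the scaling, with 3376 higher and 2764 lower under upper-quartile scaling and 3110 higher and 2954 lower under library size only. Most of the changes were modest, with a median absolute log2 fold change of 0.43 among called genes and 3519 of them (57.5%) under 0.5. Larger changes leaned upward, with 741 called genes higher and 456 lower at an absolute log2 fold change of at least 1. Among protein-coding genes 2724 were higher and 2952 lower, and among long noncoding RNA genes 200 were higher and 116 lower. All 6116 called genes had no overlap between the GPS2-KO and WT libraries. This held for 10433 of the tested genes (62.1%), where chance gives 10%. Genes called higher were frequent on chromosome 8, where 271 of 435 genes (62.3%) were higher and 30 were lower, with a median log2 fold change of 0.33. Outside chromosome 8, 18.8% of genes were called higher. Genes called lower were frequent on chromosome 10, where 236 of 478 genes (49.4%) were lower and 43 were higher, with a median of −0.22, against 22.6% called lower outside chromosome 10. Along the genome, 298 windows of 40 or more neighboring genes were compared with 1000 permutations of gene positions. The medians of 14 windows lay above the upper limit of 0.19 from the permutations, 9 of them on chromosome 8, and the medians of 17 lay below the lower limit of −0.21, 7 of them on chromosome 10. The lowest window, at −0.60, covered chromosome 7 from 102363872 to 108574850, and a window on chromosome 17 from 15786618 to 18806714 had a median of −0.46. With each window's median set to 0, an alternative chosen after seeing the data, 3013 genes were called higher and 2907 lower, and 5028 of the 6116 called genes were again called in the same direction.

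**Figure D2:**
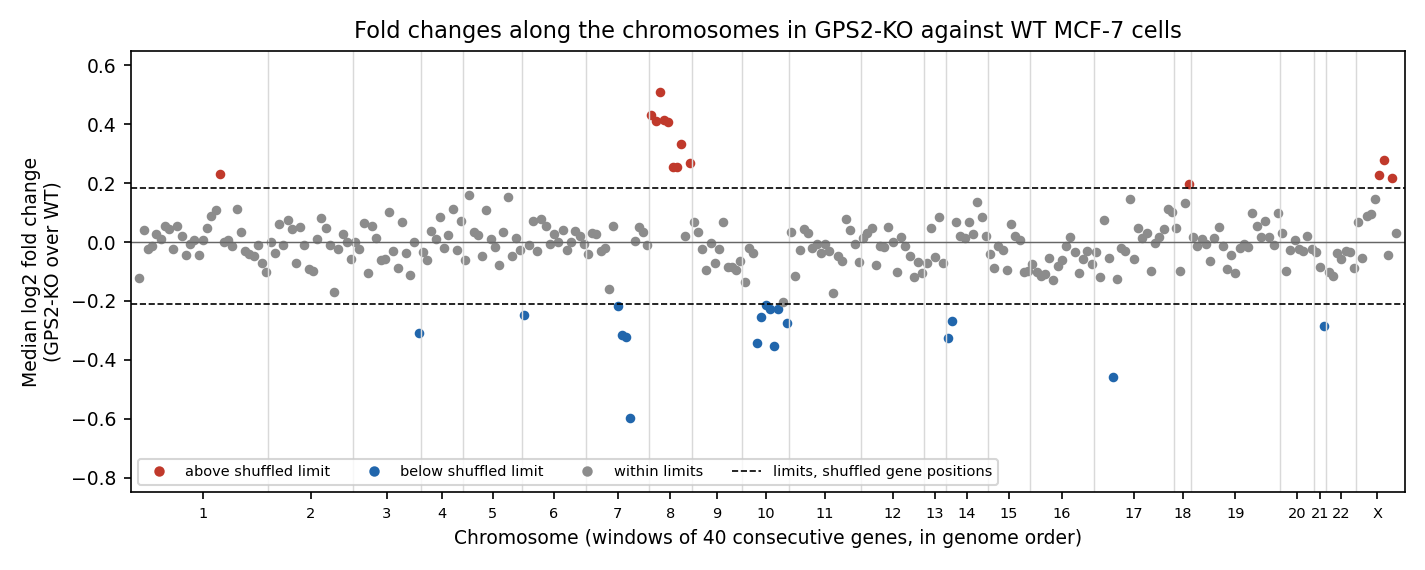
Median log2 fold change of GPS2-KO over WT in 298 windows of neighboring genes, in order along the genome from chromosome 1 to X. Red windows lie above 0.19 and blue windows below −0.21, the limits of permuted gene positions, with the red block on chromosome 8 and the lowest blue window on chromosome 7.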

By differential expression analysis, 3,744 genes were observed as significantly differentially expressed (DEG, adj. *P* < 0.001), of which 1,837 were down- and 1,907 were up-regulated (Fig. 3*C* and Dataset S2*A*). Most significantly regulated genes include targets of ER regulation and genes previously associated with breast cancer progression and poor outcomes, including upregulation of *SULF1*, *SCIN*, *ATP8A2*, *GPER1,* and *CLIC3* (49–53) (Dataset S2*A*). 

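SULF1, which removes sulfate groups from heparan sulfate chains outside the cell, rose from 25.3 ± 0.658 CPM (SD, n = 3) in WT to 399 ± 4.47 CPM (SD, n = 3) in GPS2-KO. The genes for the actin-severing protein SCIN, the phospholipid flippase ATP8A2, the G protein-coupled estrogen receptor GPER1 and the chloride channel protein CLIC3 were higher as well. The long noncoding RNA LINC00052, the actin-binding protein TMSB4X, the zinc transporter SLC39A8 and the receptor tyrosine kinase RET were among the genes lower in GPS2-KO. SULF1 (ENSG00000137573) lies on chromosome 8 from 69466624 to 69660915, and its log2 fold change of 3.98 (SE 0.03, adjusted p = 3.33e-30 from edgeR) had the smallest p of the genes called higher, beside a median of 0.41 in its window of neighboring genes. SCIN followed with a log2 fold change of 3.63 (SE 0.05, adjusted p = 2.10e-26 from edgeR) and ATP8A2 with 3.34 (SE 0.05, adjusted p = 2.22e-25 from edgeR). IGFBP5, which binds insulin-like growth factors, rose from 1.65 ± 0.125 to 63.1 ± 3.05 CPM, a log2 fold change of 5.26 (SE 0.08, adjusted p = 2.67e-25 from edgeR). GPER1 and CLIC3 ranked 5 and 6 among the higher genes, with log2 fold changes of 2.04 and 4.22. The other genes among the 10 highest-ranked were ANKRD30A, MARCKS, C14orf132 and MGP, with log2 fold changes of 4.87, 4.18, 2.03 and 1.47. LINC00052 had the smallest p of the genes called lower, with 274 ± 1.85 CPM in WT and 27.5 ± 0.266 CPM in GPS2-KO (log2 fold change −3.31, SE 0.03, adjusted p = 8.05e-29 from edgeR). TMSB4X fell from 849 ± 12.4 to 203 ± 4.53 CPM, a log2 fold change of −2.06, SLC39A8 had a log2 fold change of −2.63, and RET, the eighth of the lower genes, had one of −2.56. PLK2, RGS16, PODXL, ELOVL2, SYNPO2 and AGR2 made up the rest of the 10 lower genes, with log2 fold changes from −2.75 to −1.55, and ELOVL2 lay in a window with a median of −0.25. Of 51 measured estrogen receptor target genes, 20 were higher and 24 lower, also when adjusted over the list alone. The list was written before the count data were examined, but after part of the paper's Dataset S2 had been seen. It holds RET and GPER1, which the paper names as changed in these libraries. Tests of the list are therefore not fully independent of the paper's results. IGFBP5 was among the higher members, and RET and ELOVL2 were among the lower. One-sided Fisher's exact tests, here and below, took all tested genes as background, made no allowance for abundance and treated list members as independent. By these tests the list held more higher genes (adjusted p = 0.00122) and more lower genes (adjusted p = 2.96e-05) than chance. Its median log2 fold change was 0.02, from −0.08 to 0.05 over its alternatives, and its mean 0.04, while camera in limma, which compares a list with the other genes, pointed down (adjusted p = 0.539).

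**Figure D3:**
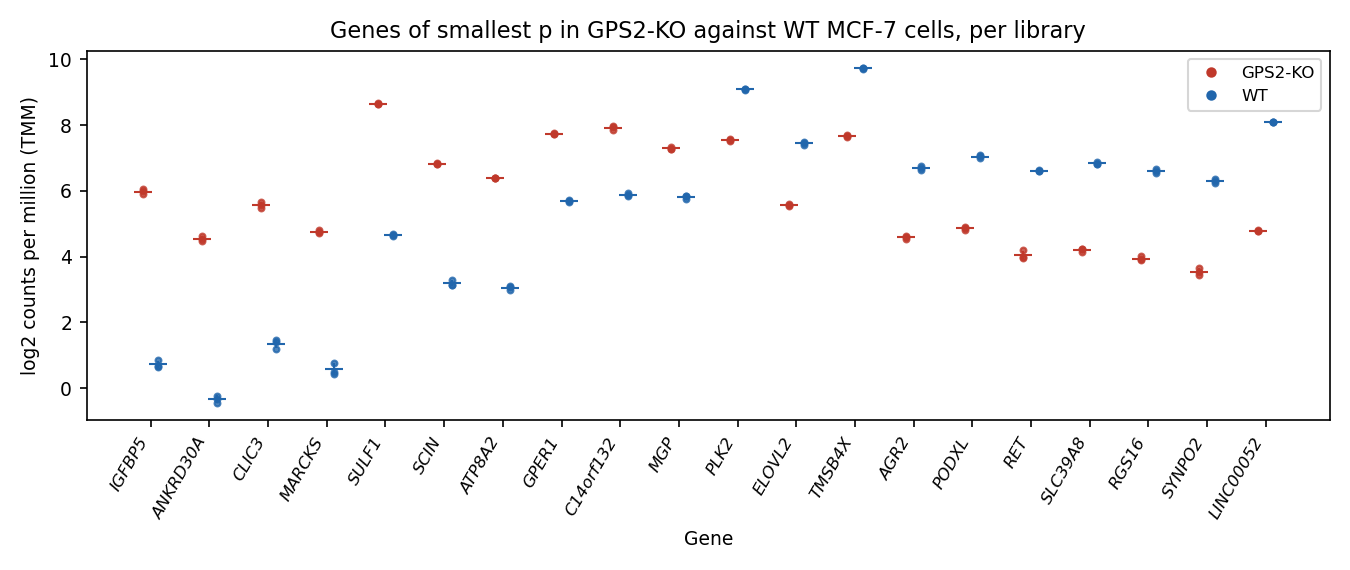
Log2 CPM in each of the 6 libraries for the 10 genes higher and the 10 genes lower with the smallest p. Points stand for single GPS2-KO and WT libraries, and for each gene the groups do not overlap.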

Functional enrichment analysis of all DEGs showed an enrichment of terms related to transcriptional regulations, cell cycle, and DNA damage response for the up-regulated genes. Conversely, down-regulated genes were enriched for ribosome biogenesis and inflammatory response-related processes (Dataset S2*B*). 

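Many genes of G2/M and mitosis were higher in GPS2-KO (29 of 61), while many genes of G1/S and DNA replication were lower (28 of 52). The camera calls in limma of both lists were lost at adjusted p = 0.716 with an estimated correlation. At its preset correlation, camera called up to 15 lists in splits mixing GPS2-KO and WT libraries, against 10 in the real comparison. KIF20A, a kinesin of cytokinesis, rose from 142 ± 3.14 to 210 ± 1.37 CPM (SD, n = 3), and ASPM, a spindle pole protein, rose from 107 ± 4.53 to 150 ± 4.49 CPM. RRM2, a subunit of the enzyme that makes deoxyribonucleotides, fell from 573 ± 10.7 to 380 ± 6.07 CPM, and MCM7, part of the replicative helicase, fell from 814 ± 0.545 to 581 ± 6.15 CPM. Of 61 G2/M and mitosis genes, 29 were higher and 4 lower (30 and 4 when adjusted over the list alone), with a median log2 fold change of 0.15 and an adjusted p of 0.00131 from camera in limma. The call was lost at adjusted p = 0.716 with an estimated correlation. KIF20A and ASPM had log2 fold changes of 0.57 and 0.49. BUB3, a spindle checkpoint protein, was lower at −0.25, beside a window median of −0.27 on chromosome 10, and stood at 0.02 with window medians set to 0. Of 52 G1/S and DNA replication genes, 7 were higher and 28 lower (7 and 31 when adjusted over the list alone), with a median of −0.19 and a camera adjusted p = 8.97e-04 in limma, against adjusted p = 0.716 with an estimated correlation. RRM2 had a log2 fold change of −0.59 and MCM7 one of −0.49, the latter in a chromosome 7 window with a median of −0.32. GINS4, a part of the replicative helicase, was higher at 0.36 in a chromosome 8 window with a median of 0.42, and stood at −0.06 with window medians set to 0. DNA repair and checkpoint genes moved both ways, with 17 of 70 higher and 15 lower (17 and 15 when adjusted over the list alone), a median of 0.01 and a camera adjusted p = 0.816 in limma. The scaffold genes XRCC1 and MDC1 were higher at 0.47 and 0.34, and TOP3A was lower at −0.59 in a chromosome 17 window with a median of −0.46. With window medians set to 0, TOP3A was no longer called (−0.13, adjusted p = 0.00440 from edgeR), the highest adjusted p among its alternatives, which began at 3.89e-45. Of 40 p53 target genes, 16 were higher and 11 lower (16 and 14 when adjusted over the list alone), with CMBL at 0.59 and TP53INP1 at 0.81 among the higher, the latter in a window with a median of 0.26, and PLK2 among the lower. Their median was 0.00 and their mean −0.02, with a camera adjusted p = 0.727 in limma in the downward direction, while the higher members were more than chance by a one-sided Fisher's exact test (adjusted p = 0.00340). Among the regulators of transcription, 407 zinc-finger genes with ZNF symbols were measured, of which 62 were higher and 46 lower (60 and 45 when adjusted over the list alone), with a median of 0.04 and a camera adjusted p = 0.569 in limma. ZNF462 was higher at 1.44 and ZNF486 lower at −0.97, while the member with the highest-ranked rise, ZNF185 at 1.52, encodes an actin-binding LIM protein.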

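Most ribosome biogenesis factors (51 of 74) were lower in GPS2-KO cells, as were 18 of 34 inflammatory genes of the NF-kB response and 22 of 44 interferon-stimulated genes. The camera call in limma of each of these lists was lost at adjusted p = 0.716 with an estimated correlation. PDCD11, a factor of small-subunit processing, fell from 103 ± 1.03 to 58.7 ± 2.02 CPM (SD, n = 3), and DDX21, an RNA helicase of ribosomal RNA synthesis, fell from 335 ± 11.7 to 205 ± 3.6 CPM. TNFAIP2, which is induced by TNF, fell from 9.72 ± 0.805 to 1.89 ± 0.257 CPM, and IER3 fell from 107 ± 6.70 to 53.1 ± 0.893 CPM. Of 74 ribosome biogenesis factors, 51 were lower and 1 was higher, with the same numbers when adjusted over the list alone. Their median log2 fold change was −0.23 (camera in limma, adjusted p = 1.02e-08), against adjusted p = 0.716 with an estimated correlation. PDCD11 was at −0.81 and DDX21 at −0.71, both on chromosome 10, in windows with medians of −0.20 and −0.25. The 1 higher member was UBTF, a transcription factor of RNA polymerase I, at 0.13. UBTF was not called without WT replicate 1 (adjusted p = 0.00215 from edgeR) or with window medians set to 0 (0.08, adjusted p = 0.00765). Its adjusted p ran from 2.77e-07 to 0.00765 over its alternatives. Of 34 measured NF-kB and inflammatory response genes, 18 were lower and 3 higher (20 and 3 when adjusted over the list alone), with a median of −0.46 (camera in limma, adjusted p = 8.05e-04). This call gave adjusted p = 0.716 with an estimated correlation. TNFAIP2 was at −2.37 and IER3 at 0.499 of its WT level, while CEBPB, a transcription factor of the acute phase response, was higher, with a log2 fold change of 0.36. Of 44 interferon-stimulated genes, 22 were lower and 5 higher, also when adjusted over the list alone, with a median of −0.37 (camera in limma, adjusted p = 0.00794), against adjusted p = 0.716 with an estimated correlation. The antiviral RNA-binding protein IFIT1 was at −0.87, in a window with a median of −0.23, and the ubiquitin ligase DTX3L at −0.72, while IFI44 was higher at 1.45.

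**Figure D4:**
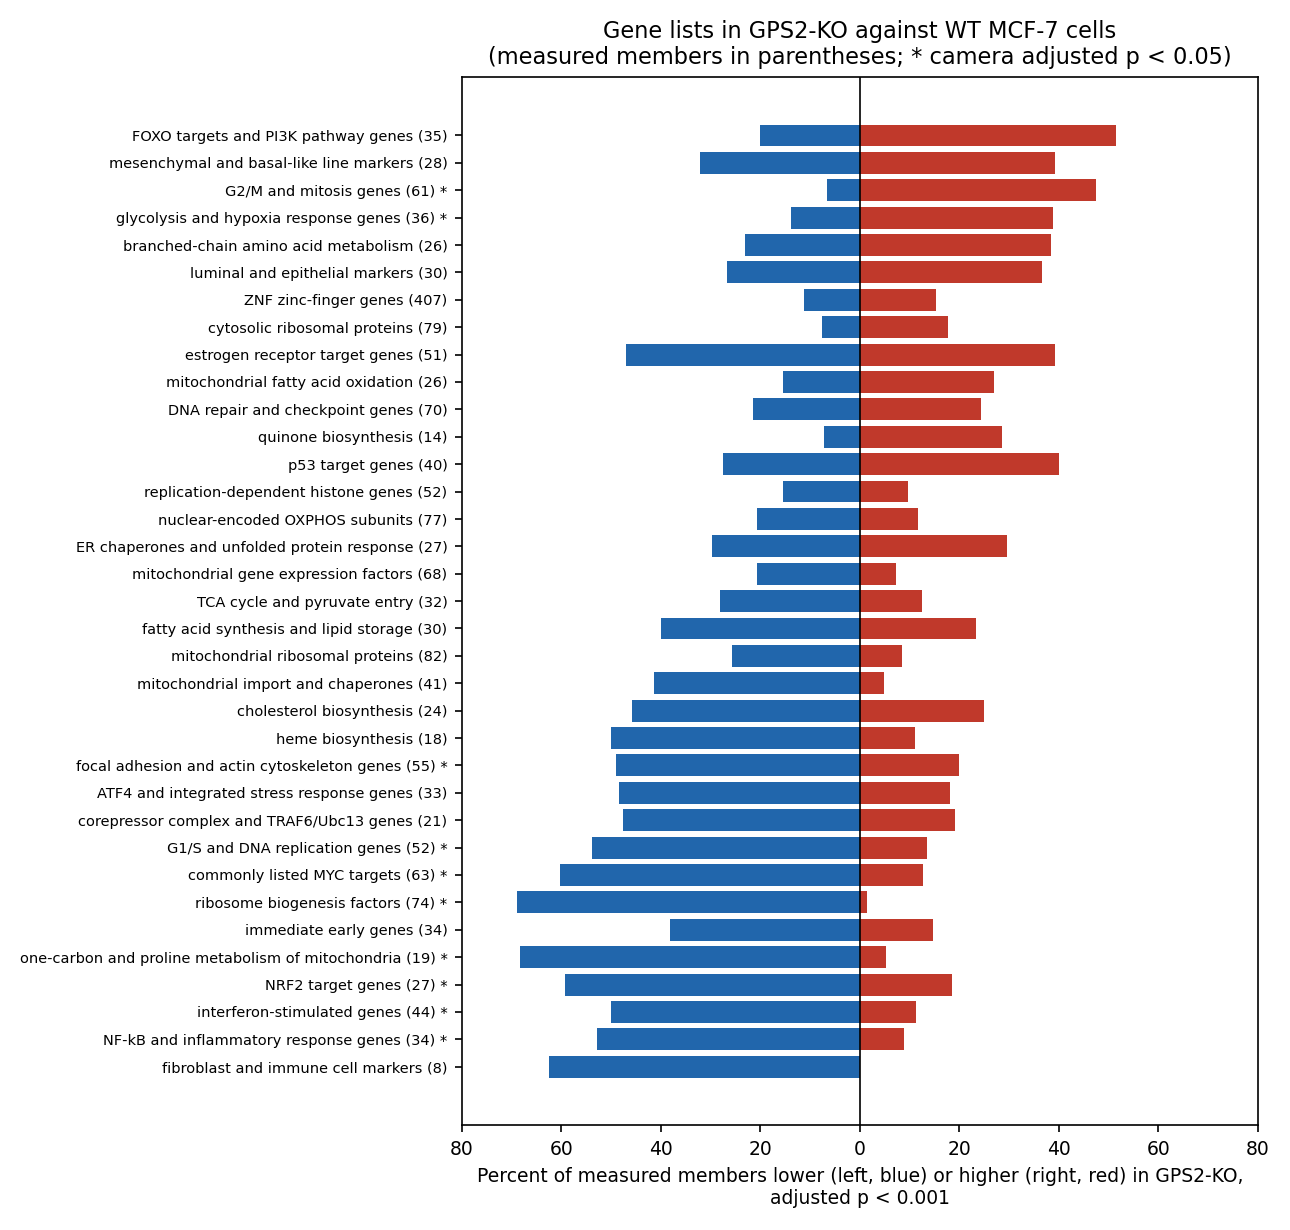
Percent of the measured members of each of 35 gene lists that were called higher or lower in GPS2-KO. Ribosome biogenesis factors, with 51 of 74 lower, and G2/M and mitosis genes, with 29 of 61 higher, lean in opposite directions.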

To focus on the transcriptional outcome of HDAC3 dismissal in the absence of GPS2, the analysis was focused on 455 DEGs (219 up-regulated and 236 down-regulated) associated with at least one HDAC3 peak (Dataset S2C). In total, 681 HDAC3 peaks were associated with these genes, and among them, a comparable distance from gene TSS was observed between the up- and down-regulated genes (*P* = 0.352, Fig. 3*D*). Similarly, no significant differences were observed in the proportion of HDAC3 peaks from different quartiles mapped in the proximity of up- and down-regulated genes (chi-square *P* = 0.83). Among the 681 HDAC3 peaks, 639 (93.8%) were associated with a ChIP-Seq signal decreasing in GPS2 KO cells with a comparable proportion between up- and down-regulated genes (324 vs. 315 peaks, respectively, chi-square *P* = 1). 

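OXR1, a protein of the defense against oxidative damage, PTK2, the focal adhesion kinase, and GRHL2, a transcription factor of epithelial cells, were higher in GPS2-KO cells, and PRKCH, a protein kinase C, was lower. OXR1 rose from 57.7 ± 0.332 to 78.6 ± 2.35 CPM (SD, n = 3) and PTK2 from 122 ± 3.41 to 153 ± 2.22 CPM. GRHL2 rose from 127 ± 2.90 to 191 ± 3.01 CPM, and PRKCH fell from 34.1 ± 0.538 to 27.2 ± 2.21 CPM. All 18 genes drawn in Fig. 3E were called in the direction drawn there, 10 higher and 8 lower, with the filter used here. DLG2, with median TPM of 0.0850 in WT and 0.187 in GPS2-KO, and PKD1L2, with 0.838 and 0.460, fell below the paper's filter of a median TPM of 1, so they had no test under it here, where TPM was computed from the summed exon lengths of each gene and not by RSEM. The 18 genes had been chosen as differentially expressed on these same libraries, so this is not independent evidence of their direction. OXR1 (ENSG00000164830), on chromosome 8 from 106270144 to 106752694, had a log2 fold change of 0.45 (SE 0.04, adjusted p = 1.07e-10 from edgeR). PTK2 had one of 0.33 (SE 0.03, adjusted p = 1.10e-09 from edgeR), GRHL2 one of 0.59 (SE 0.03, adjusted p = 1.22e-14 from edgeR), and PRKCH one of −0.32 (SE 0.05, adjusted p = 9.39e-06 from edgeR). The other higher genes were BBS9 at 0.77, TANC2 at 0.71, KCTD3 at 0.70, CCDC88C at 0.39, GLG1 at 0.26, PTDSS1 at 0.19 and DLG2 at 1.06. The other lower genes were KIAA0513 at −0.91, BCAS3 at −0.85, PKD1L2 at −0.74, GNB5 at −0.68, PAWR at −0.59, SLC37A1 at −0.55 and PITPNC1 at −0.36. OXR1, GRHL2 and PTDSS1 lay in chromosome 8 windows with medians of 0.33, 0.26 and 0.26, and SLC37A1 lay in a chromosome 21 window with a median of −0.29, while the window of PTK2 had a median of 0.02. With window medians set to 0, OXR1 was no longer called (0.11, adjusted p = 0.00919 from edgeR, from 1.13e-29 upward over its alternatives), and PTDSS1 stood at −0.07 (adjusted p = 0.0442 from edgeR, from 9.98e-09 upward over its alternatives). DLG2, at 0.622 ± 0.186 CPM in WT and 1.31 ± 0.0714 CPM in GPS2-KO, was called at adjusted p = 5.26e-04 from edgeR, but lost the call under several alternatives, among them DESeq2 (adjusted p = 0.00118) and the fits without any single library other than WT replicate 1, where the adjusted p from edgeR ran from 0.00154 to 0.00727, within a range of 9.07e-05 to 0.00727 over its alternatives.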

Considering the peaks associated with the highest number of HDAC3 peaks within a distance of 20 Kbp from their TSS, 18 DEGs were associated with more than two peaks and included *OXR1* (seven peaks), *PRKCH* (six peaks), and *PTK2* and *GRHL2* (five peaks each) (Fig. 3*E*). Functional analysis of the HDAC3 peak-associated genes showed that those up-regulated in GPS2 KO cells were enriched in terms related to protein localization within the cells, Fc-gamma receptor signaling, regulation of hormone, and sphingolipid metabolism (Dataset S2*B*). Conversely, GPS2-KO-down-regulated genes were enriched in protein transport, response to viral infection, and cell differentiation. Similar enrichments were observed by focusing the analysis on DEGs characterized by a promotorial HDAC3 peak within 2 kbp (n = 109; 49 up- and 60 down-regulated) (Dataset S2*B*). Motif enrichment analysis showed a difference in motifs predicted in these peaks with NR6A1 and SCRT2 motifs enriched in upregulated genes and ONECUT1 and ZNF460 binding sites enriched for the downregulated genes (Dataset S1*C*).

**Fig. 3.**
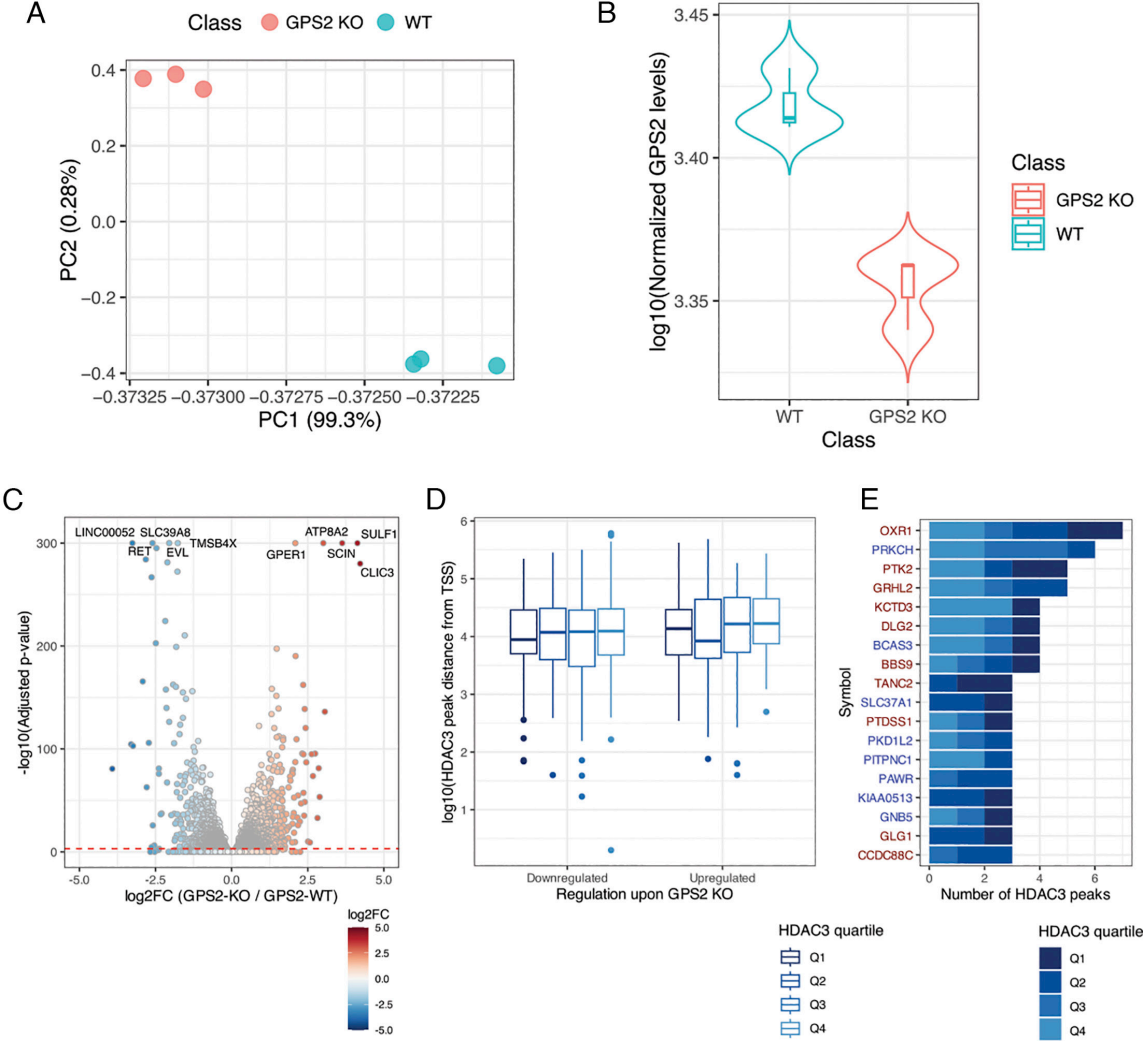
(*A*) Representation of the PCA results of the gene expression levels in WT and GPS2-KO MCF-7 cells. (*B*) Violin plot of the normalized GPS2 levels in WT and GPS2-KO cells. (*C*) Volcano plot representing the results of the differential expression analysis between WT and GPS2-KO cells. The identifiers of the five upregulated and downregulated genes associated with the highest statistical significance are reported. (*D*) Boxplot of the distance between HDAC3 peak centers and DEG TSSs. The HDAC3 peaks were stratified based on the quartile of HDAC3 ChIP-Seq signals in WT cells. (*E*) Bar plot of the number of HDAC3 peaks in each peak quartile localization within 10 kp from a DEG TSS. The figure reports the DEGs associated with the highest number of HDAC3 peaks. The gene symbol is color-coded based on the gene differential expression in GPS2-KO cells (red, upregulation; blue, downregulation).

To further evaluate the dual regulatory activity of HDAC3 in gene repression and activation, the set of identified DEGs was overlapped with the subset of *Drosophila Melanogaster* genes dysregulated upon HDAC3 KO (GSE206247) (54). This analysis highlighted 50 and 26 DEGs that were respectively down-regulated and up-regulated in both studies (Dataset S2*D*). Upregulation of Myc targets *ZFP36L1* and *ALDH9A1*, together with the significant upregulation of MYC expression observed by RTqPCR (Fig. 1*D*) and the below-threshold increase in gene expression observed by RNA-Seq with respect to the control condition (log2FC = 0.11, *P* = 0.02 and adj. *P* = 0.06), suggest a derepression of MYC signaling in the absence of GPS2. 

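ZFP36L1, which promotes the decay of mRNAs with AU-rich elements, and ALDH9A1, an aldehyde dehydrogenase of carnitine synthesis, were higher in GPS2-KO cells, while MYC itself did not pass the test. ZFP36L1 (ENSG00000185650), on chromosome 14 from 68787660 to 68796253, rose from 79.9 ± 1.46 CPM (SD, n = 3) in WT to 95.0 ± 1.82 CPM (SD, n = 3) in GPS2-KO. Its log2 fold change was 0.25 (SE 0.03, adjusted p = 5.57e-07 from edgeR). ALDH9A1 (ENSG00000143149), on chromosome 1 from 165662216 to 165698562, rose from 55.8 ± 0.696 to 64.9 ± 1.89 CPM, a log2 fold change of 0.22 (SE 0.04, adjusted p = 1.74e-05 from edgeR). ALDH9A1 was no longer called with window medians set to 0 (0.11, adjusted p = 0.0168 from edgeR, from 1.99e-07 upward over its alternatives), and kept its call otherwise. Its window had a median of 0.11, within the limits of permuted gene positions. MYC (ENSG00000136997), on chromosome 8 from 127735434 to 127742951, stood at 125 ± 4.53 CPM in WT and 131 ± 1.48 CPM in GPS2-KO. Its log2 fold change was 0.07 (SE 0.03, adjusted p = 0.0776 from edgeR), in a window with a median of 0.02. MYC passed 0.05 with upper-quartile scaling (0.10, adjusted p = 0.00869 from edgeR), with scaling by library size only (0.08, adjusted p = 0.0283), with a filter at a median CPM above 1 (adjusted p = 0.0451) and without WT replicate 1 (0.09, adjusted p = 0.0479), while without WT replicate 2 its log2 fold change fell to 0.04 (adjusted p = 0.395), the highest adjusted p over its alternatives. Of 63 commonly listed MYC targets, 38 were lower and 8 higher (39 and 8 when adjusted over the list alone), with a median of −0.21 (camera in limma, adjusted p = 4.15e-04) and adjusted p = 0.716 with an estimated correlation. NOLC1, a nucleolar phosphoprotein, was lower at −0.51 and PPRC1, a coactivator of mitochondrial genes, at −0.79, both in a chromosome 10 window with a median of −0.23, while the phosphatase gene DUSP2 was higher at 1.62. The list shares 25 genes with the ribosome biogenesis factors.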

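OAT, the mitochondrial aminotransferase of ornithine, fell from 90.2 ± 0.610 CPM (SD, n = 3) in WT to 60.4 ± 1.27 CPM (SD, n = 3) in GPS2-KO. MTHFS, an enzyme of folate metabolism, fell from 33.0 ± 1.99 to 27.5 ± 1.38 CPM, and ALDH7A1, an aldehyde dehydrogenase of lysine breakdown, fell from 83.1 ± 1.48 to 68.2 ± 2.43 CPM. Most members of a list of one-carbon and proline metabolism, which includes these 3 genes, were lower in GPS2-KO. The paper names these 3 for their fall in the same libraries, so the list is not separate evidence for it. The list was not tested without them. OAT (ENSG00000065154), on chromosome 10 from 124397303 to 124418976, had a log2 fold change of −0.58 (SE 0.03, adjusted p = 2.98e-13 from edgeR), in a window with a median of −0.27. MTHFS (ENSG00000136371), on chromosome 15 from 79833585 to 79897379, had one of −0.26 (SE 0.05, adjusted p = 1.31e-04 from edgeR), and ALDH7A1 (ENSG00000164904), on chromosome 5 from 126531200 to 126595362, had one of −0.28 (SE 0.04, adjusted p = 2.25e-07 from edgeR). MTHFS was not called without GPS2-KO replicate 2 (adjusted p = 0.00207 from edgeR) or without WT replicate 3 (adjusted p = 0.00259), and its adjusted p ran from 1.12e-06 to 0.00259 over its alternatives. Of 19 measured genes of one-carbon and proline metabolism, which include these 3, 13 were lower and 1 was higher, with the same numbers when adjusted over the list alone. Their median log2 fold change was −0.24 (camera in limma, adjusted p = 0.00181), against adjusted p = 0.716 with an estimated correlation. SHMT1, the cytosolic serine hydroxymethyltransferase, was lower at −0.50 in a chromosome 17 window with a median of −0.46, and stood at −0.04 (adjusted p = 0.387 from edgeR, from 3.36e-43 upward over its alternatives) with window medians set to 0. The 1 higher member was MTHFD2L, a mitochondrial folate dehydrogenase, at 0.54.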

On the contrary, downregulation of mitochondrial genes *OAT, MTHFS,* and *ALDH7A1* is in accord with previous studies reporting critical activator roles for both GPS2 and HDAC3 in regulating mitochondrial gene expression despite their well-characterized function as corepressors of nuclear-receptor-mediated transcription (11, 14, 29). To further explore the impact of GPS2 deletion on mitochondrial gene expression in MCF-7 cells, we overlapped the DEGs identified by RNA-Seq in MCF-7 cells with the genes listed by MitoCarta 3.0 (55). 

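Nuclear genes of the mitochondrial ribosome and of oxidative phosphorylation (OXPHOS) were mostly not called in GPS2-KO cells. This also held for all tested genes, of which 36.4% were called. Of 82 genes for mitochondrial ribosomal proteins, 21 were lower and 7 higher (20 and 7 when adjusted over the list alone), with a median log2 fold change of −0.07 and a camera adjusted p = 0.243 in limma. MRPL16 fell from 49.9 ± 1.17 to 35.6 ± 1.52 CPM (SD, n = 3), a log2 fold change of −0.49, while MRPL10 rose from 123.1 ± 2.51 to 149 ± 4.03 CPM, or 0.28. MRPS16 was lower at −0.35 in a chromosome 10 window with a median of −0.21. The mitochondrial ribosome list passed 0.05 with limma-voom (adjusted p = 0.0359), the lowest camera value over its alternatives, which ran up to 0.418. Of 77 nuclear genes for OXPHOS subunits, 16 were lower and 9 higher (13 and 9 when adjusted over the list alone), with a median of −0.03 and a camera adjusted p = 0.569 in limma, while 7 were lower and 10 higher with upper-quartile scaling. COX6C, a subunit of cytochrome c oxidase, fell from 397 ± 5.56 to 172 ± 10.2 CPM, a log2 fold change of −1.21 (SE 0.03, adjusted p = 6.78e-17 from edgeR), although its chromosome 8 window had a median of 0.26. The ATP synthase subunit genes moved apart, with ATP5MF lower at −0.45, in a chromosome 7 window with a median of −0.32, and ATP5MC1 higher at 0.40. Of 32 genes of the TCA cycle and pyruvate entry, 9 were lower and 4 higher, also when adjusted over the list alone, with a median of −0.06 (camera in limma, adjusted p = 0.359). IDH2, the mitochondrial isocitrate dehydrogenase, was lower at −0.38, and PDK2, a kinase that inhibits pyruvate dehydrogenase, was higher at 0.70. These lists were written before the count data were examined, when part of the paper's Dataset S2 had been seen. The MitoCarta catalog was not analysed here.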

Out of 1,146 neMITO included in this dataset, we found 168 significantly downregulated genes in GPS2-KO cells (Dataset S2*D*). 

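PTCD1, a mitochondrial RNA-binding protein, fell from 31.3 ± 0.836 CPM (SD, n = 3) in WT to 16.3 ± 1.35 CPM (SD, n = 3) in GPS2-KO. MCRIP2 fell from 55.5 ± 1.82 to 37.0 ± 2.06 CPM, and THEM4, a mitochondrial acyl-CoA thioesterase, fell from 10.9 ± 0.227 to 7.77 ± 0.0937 CPM. PTCD1 (ENSG00000106246), on chromosome 7 from 99416739 to 99466163, had a log2 fold change of −0.94 (SE 0.06, adjusted p = 4.99e-13 from edgeR), beside a window median of −0.32. PTCD1 overlaps ATP5MF, from 99448475 to 99466186 on the same strand, so reads on shared bases can belong to either gene. MCRIP2 (ENSG00000172366), on chromosome 16 from 636817 to 648474, had a log2 fold change of −0.58 (SE 0.04, adjusted p = 3.50e-11 from edgeR). THEM4 (ENSG00000159445), on chromosome 1 from 151870866 to 151909637, had one of −0.49 (SE 0.07, adjusted p = 3.70e-06 from edgeR).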

Three were characterized by HDAC3 and GPS2 cobinding to the promoter (*PTCD1, MCRIP2,* and *THEM4*), and nine had a proximal HDAC3 peak. HDAC3 recruitment to most of them was impaired in the absence of GPS2. At the same time, we observed that 124 neMITO genes were up-regulated in GPS2 KO cells. Among them, three *UQCRC1, DECR1,* and *ACP6* were marked by an HDAC3 peak at the promoter and four by a proximal HDAC3 peak. 

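UQCRC1, a core subunit of respiratory complex III, rose from 203 ± 2.95 CPM (SD, n = 3) in WT to 225 ± 3.83 CPM (SD, n = 3) in GPS2-KO. DECR1, an enzyme of the breakdown of unsaturated fatty acids, rose from 30.1 ± 0.913 to 53.5 ± 2.10 CPM, and ACP6, a phosphatase of lysophosphatidic acid, rose from 13.9 ± 0.484 to 21.1 ± 0.0291 CPM. UQCRC1 (ENSG00000010256), on chromosome 3 from 48599002 to 48610976, had a log2 fold change of 0.15 (SE 0.03, adjusted p = 5.64e-05 from edgeR). DECR1 (ENSG00000104325), on chromosome 8 from 90001405 to 90053633, had one of 0.83 (SE 0.04, adjusted p = 3.60e-14 from edgeR) in a window with a median of 0.26. ACP6 (ENSG00000162836), on chromosome 1 from 147629652 to 147670524, had one of 0.60 (SE 0.06, adjusted p = 2.04e-09 from edgeR). UQCRC1 was not called without WT replicate 1 (adjusted p = 0.00132 from edgeR) or with window medians set to 0 (0.09, adjusted p = 0.00503), and its adjusted p ran from 2.30e-07 to 0.00503 over its alternatives. The window of UQCRC1 had a median of 0.06, within the limits of permuted gene positions. DECR1 and ACP6 belong to a list of 26 genes of mitochondrial fatty acid oxidation, of which 7 were higher and 4 lower, also when adjusted over the list alone. The median of this list was 0.01 (camera in limma, adjusted p = 0.673). ACSL1, which activates long-chain fatty acids, was higher at 0.71, and CPT1A, the carnitine palmitoyltransferase of the outer membrane, was lower at −0.67.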

HDAC3 recruitment to all was impaired in the absence of GPS2. Pathway analysis shows a prevalence of general mitochondria-related terms enriched among the down-regulated genes (adj. *P* < 0.001), like *Mitochondrion Organization (GO:0007005)*, *Mitochondrial Transport (GO:0006839)*, and *Mitochondrial Gene Expression (GO:0140053)* (Dataset S2*E*). In contrast, up-regulated genes were enriched in more specific processes like *Quinone Biosynthetic Process (GO:1901663)*, *Branched-Chain Amino Acid Metabolic Process (GO:0009081)*, and *Heme Biosynthetic Process (GO:0006783).* Together, these results indicate that GPS2 is critical to prevent HDAC3 ubiquitination and license its recruitment to numerous chromatin locations across the genome, with GPS2 deletion equally impacting genes repressed and activated by HDAC3.

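Called genes of mitochondrial protein import were mostly lower in GPS2-KO cells, although camera gave no group shift for this list or for the factors of mitochondrial gene expression. TIMM23, the channel of the inner membrane, fell from 101 ± 2.68 to 67.7 ± 3.28 CPM (SD, n = 3), and TWNK, the helicase of mitochondrial DNA, fell from 72.2 ± 0.704 to 43.7 ± 0.813 CPM. Of 41 genes of mitochondrial import and chaperones, 17 were lower and 2 higher, also when adjusted over the list alone, which is more lower genes than chance by a one-sided Fisher's exact test (adjusted p = 0.00317). That test made no allowance for the abundance of these genes or for their moving together. Their median log2 fold change was −0.09 (camera in limma, adjusted p = 0.147), and this list passed 0.05 without the low-count filter (adjusted p = 0.0321) and with limma-voom (adjusted p = 0.0359), in a range up to 0.419. TIMM23 was at −0.58, in a chromosome 10 window with a median of −0.34, while TOMM7, of the outer membrane, was higher at 0.46. PMPCB, a subunit of the processing peptidase, was lower at −0.44 in a chromosome 7 window with a median of −0.60, and stood at 0.16 (adjusted p = 3.15e-04 from edgeR, from 2.97e-30 upward over its alternatives) with window medians set to 0. Of 68 factors of mitochondrial gene expression, 14 were lower and 5 higher (14 and 4 when adjusted over the list alone), with a median of −0.06 and a camera adjusted p = 0.213 in limma, and the lower genes were not more than chance by a one-sided Fisher's exact test (adjusted p = 0.659). TWNK was at −0.72, in a chromosome 10 window with a median of −0.23, ELAC2, which cleaves the 3′ ends of tRNAs, was at −0.56, and the aspartyl-tRNA synthetase gene DARS2 was higher at 0.20.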

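BCAT1, the cytosolic aminotransferase of branched-chain amino acids, rose from 1.85 ± 0.200 CPM (SD, n = 3) in WT to 6.71 ± 0.313 CPM (SD, n = 3) in GPS2-KO. COQ8A and COQ8B, which are needed for coenzyme Q synthesis, were higher at 43.9 ± 0.884 against 31.4 ± 0.538 CPM and at 29.1 ± 1.37 against 19.5 ± 0.576 CPM. Most called genes of heme biosynthesis were lower, among them the transporter ABCB6, which fell from 43.7 ± 3.10 to 30.1 ± 0.415 CPM. Of 14 measured genes of quinone biosynthesis, 4 were higher and 1 lower (5 and 1 when adjusted over the list alone), with a median log2 fold change of 0.00 (camera in limma, adjusted p = 0.428). COQ8A was at 0.48 and COQ8B at 0.57. The 1 lower member, COQ10B, at −0.19, was not called with any of the 3 other scalings, with DESeq2 (adjusted p = 0.00120), or without any single library other than WT replicate 2, where the adjusted p from edgeR ran from 0.00179 to 0.0146, and over all its alternatives the adjusted p ran from 1.54e-04 to 0.710. Of 26 genes of branched-chain amino acid metabolism, 10 were higher and 6 lower, also when adjusted over the list alone, with a median of 0.10 (camera in limma, adjusted p = 0.783) and more higher genes than chance by a one-sided Fisher's exact test (adjusted p = 0.0286). BCAT1 was at 1.86 and MCCC2, which breaks down leucine, at 0.38, while the dehydrogenase gene DLD was lower at −0.73 in a chromosome 7 window with a median of −0.60. Of 18 measured genes of heme biosynthesis, 9 were lower and 2 higher (9 and 3 when adjusted over the list alone), with a median of −0.11 (camera in limma, adjusted p = 0.428) and more lower genes than chance by a one-sided Fisher's exact test (adjusted p = 0.00981). ABCB6 was at −0.54, CPOX, an oxidase of the pathway, was higher at 0.61, and UROS was lower at −0.44 in a chromosome 10 window with a median of −0.27. UROS was not called with window medians set to 0 (−0.16, adjusted p = 0.00108 from edgeR, from 3.79e-21 upward over its alternatives). From its results as a whole, the paper infers that GPS2 is needed to prevent ubiquitination of HDAC3 and to license its recruitment at many sites. It adds that GPS2 deletion affects genes repressed and genes activated by HDAC3 alike.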

### GPS2-Mediated Regulation of TAB2 Ubiquitination.

The results shown above indicate that GPS2 regulates both chromatin occupancy and K63 ubiquitination status of at least one component of the NCoR/SMRT complex. To explore whether the ubiquitination of other factors within the NCoR/SMRT complex may be affected by the lack of GPS2, possibly contributing to aberrant gene regulation in GPS2-KO cells, we explored the GPS2-regulated K63 ubiquitome that we recently characterized in mouse embryonic fibroblasts and breast cancer MDA-MB231 cells (35). This analysis revealed that TAB2, a facultative component of the NCoR/SMRT complex, was among the top 25 candidates isolated by binding to the K63Ub-binding domain V3K0 and found upregulated in GPS2-KO cells as compared to the WT parental line (35). Because increased immunoprecipitation of TAB2 upon enrichment for K63 ubiquitinated proteins could be indicative of either more ubiquitination of TAB2 itself and/or increased association to other ubiquitinated targets, we turned to HEK293T cells to confirm that TAB2 is indeed ubiquitinated and identify the ubiquitination site/s by liquid chromatography-tandem mass spectrometry (LC–MS/MS). Because TAB2 was shown to play a key role in IL-1β-dependent derepression of ERα-target genes (56–58), and TRAF6, the ubiquitin ligase responsible for HDAC3 modification, is also known to mediate TAB2 ubiquitination upon IL-1β stimulation (59), we decided to focus on IL-1β-mediated ubiquitination events and ask whether localized ubiquitination of TAB2 by TRAF6 played a role in the dismissal of the NCoR/SMRT complex from derepressed genes. To begin, we confirmed that the amount of K63 ubiquitin chains associated with endogenous TAB2 in the nuclear compartment of HEK293T cells rapidly increased upon IL-1β stimulation (Fig. 4 *A* and *B*). Next, we immunoprecipitated FLAG-TAB2 from nuclear extracts of IL-1β-treated HEK293T cells and by LC–MS/MS identified Lysine 656 as the only ubiquitinated residue following IL-1β treatment (Fig. 4*C*). To further confirm this result, we used a dual approach. First, we compared the migration pattern of Flag-TAB2 full length with that of Flag-TAB2 with a C-terminal deletion encompassing K656 (Fig. 4*D*). Second, we removed the putative ubiquitination site by substituting the Lys in position 656 with an Arg via site-directed mutagenesis (Flag-TAB2_K656R_) (Fig. 4*E*). As expected, in both instances, removal of K656 alone or within the C-terminal domain was sufficient to eliminate the presence of the HMW bands that were observed upon IL-1β treatment, thus confirming that nuclear TAB2 is ubiquitinated in response to IL-1β treatment on K656.

**Fig. 4.**
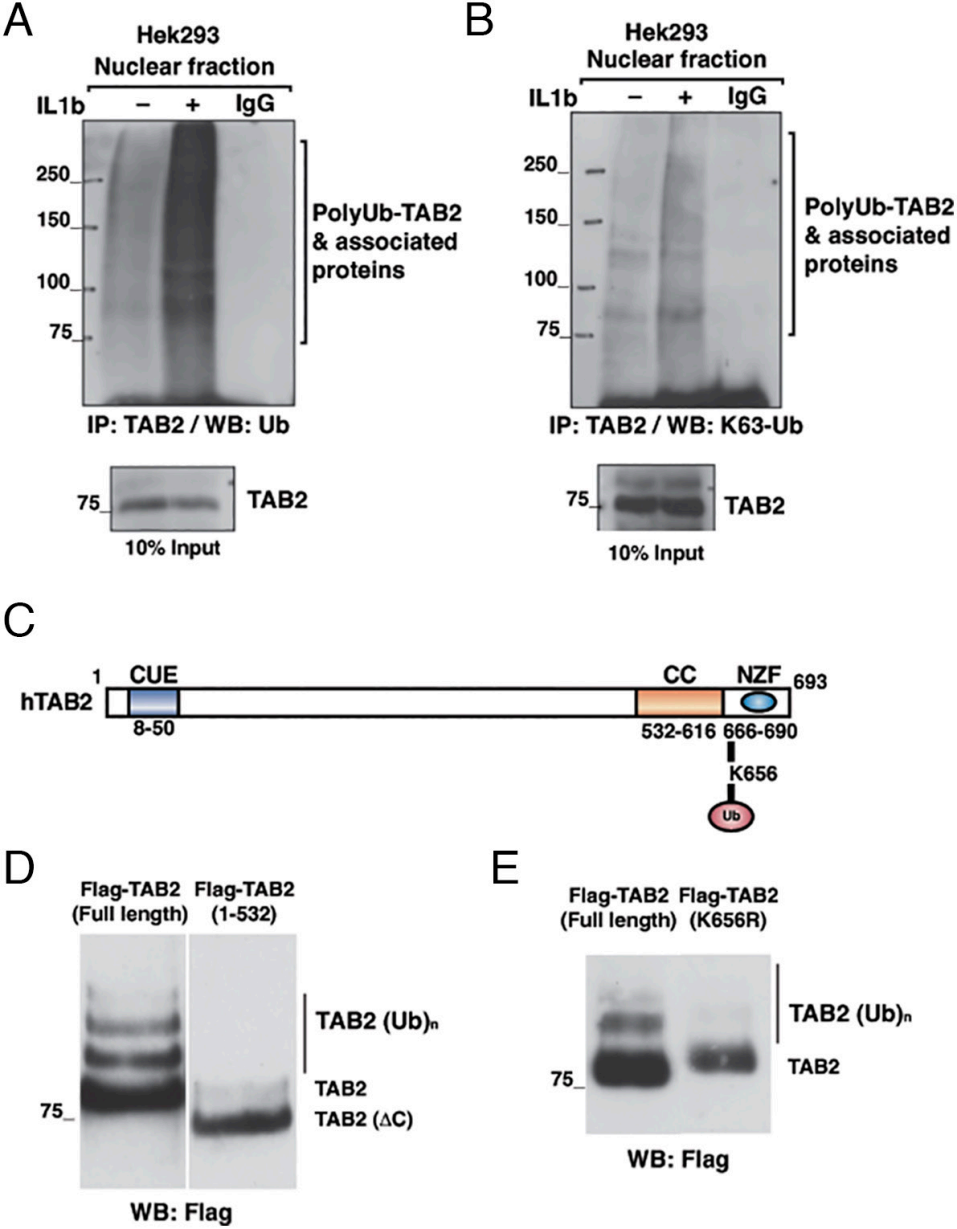
(*A*) IL-1β-dependent ubiquitination of TAB2. HEK293T cells were treated with IL-1β for 5′ and fractionated into cytoplasmic and nuclear extracts. The nuclear fraction was immunoprecipitated with anti-TAB2 antibody and subjected to western blot with anti-ubiquitin antibody. (*B*) Same as (*A*). Western blot with an antibody-specific K63 polyubiquitin chains. (*C*) Schematic representation of human TAB2 (modified from ref. 60) with identified ubiquitination site. (*D*) HEK293T cells were transfected with FLAG-TAB2-wt and FLAG-TAB2-DeltaC plasmid, treated with IL-1β for 5 min, and fractionated into cytoplasmic and nuclear extracts; nuclear fraction was immunoprecipitated with anti-flag antibody and subjected to western blot with anti-flag antibody. (*E*) Same as (*D*). Here, HEK293T cells were transfected with FLAG-TAB2-wt and FLAG-TAB2-K656R plasmid.

### Regulation of the NCoR/SMRT Complex by TRAF6.

Together, these results suggest that GPS2-mediated inhibition of corepressors ubiquitination may be used for modulating gene expression at the level of specific target genes. As both TAB2 and HDAC3 are targets of the E3 ubiquitin ligase TRAF6, we investigated whether TRAF6 contributed to this regulatory strategy, which would require TRAF6 translocation to the nucleus and a mechanism for regulating its recruitment to regulatory units bound by the NCoR/SMRT complex. First, we addressed TRAF6 subcellular localization in IL-1β treated MCF-7 cells. In accord with our hypothesis, TRAF6 was detected in the nuclear compartment within 5 min of treatment with IL-1β by immunoblotting of fractionated cytosolic and nuclear extracts (Fig. 5*A*). Moreover, by coimmunoprecipitation, we detected an IL-1β-dependent interaction between endogenous TRAF6 and NCoR in nuclear extracts from MCF-7 cells treated with IL-1β (Fig. 5*B*). To identify the possible molecular surface mediating this recruitment, the various components of the corepressor complex were explored in search of putative TRAF6 interaction domains. A TRAF6 consensus interaction sequence was previously reported in cytokine receptors and signal transduction proteins, consisting of a proline residue followed in order by any amino acid, a glutamic acid residue, any two amino acids, and an acidic or aromatic residue (PxExxAc/Ar) (61). Sequence analysis of NCoR revealed a perfect consensus motif (PREERD) at aa 690 to 695, adjacent to the TAB2-interacting region and the HDAC3-binding domain. The motif is evolutionarily conserved in species tracing back to *Xenopus*, and a similar motif is present in zebrafish NCoR (Fig. 5*C*). To demonstrate the functional relevance of this conserved motif in mediating TRAF6 interaction with the complex, we mutated the PREERD motif in an NCoR fragment spanning aa 516 to 811 by site-specific mutagenesis (PxExxD was converted to AxAxxA). As predicted, the interaction between TRAF6 and NCoR by immuno-precipitation was observed only when using wild type (PxExxD) NCoR_516-811_, but not the mutated fragment (Fig. 5*D*).

**Fig. 5.**
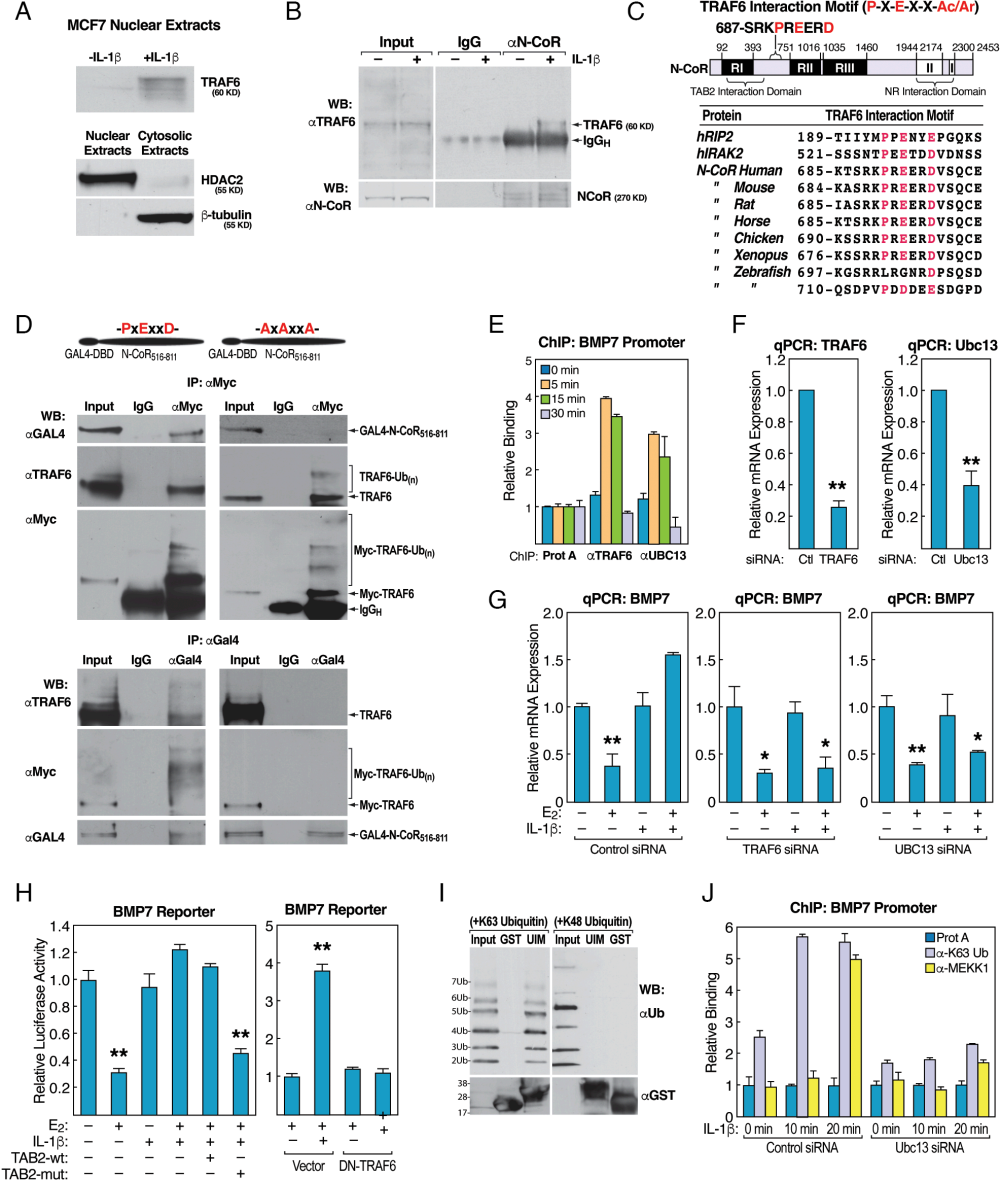
(*A*) Western blotting with anti-TRAF6 Ab to visualize the nuclear translocation of TRAF6 in MCF-7 cells treated with IL-1β for 5 min. WBs for HDAC2 and β-tubulin were run on the cytoplasmic and nuclear extracts as a control. (*B*) TRAF6 interaction with NCoR in IL-1β-treated MCF7 cells by immunoprecipitation with anti-NCoR Ab. (*C*) Graphic representation of the NCoR protein showing the putative TRAF6 interaction motif, and sequence alignment of similar motifs found in human RIP2, IRAK2, and NCoR across species. (*D*) Interaction between TRAF6 and the identified interaction motif in HEK293T cells transfected with Myc-TRAF6 and wild type (*Left*) or PxExxDAxAxxA mutant (*Right*) GAL4-NCoR_516-811_ plasmids. Immunoprecipitation was performed either with anti-Myc, anti-GAL4, or control IgG, and blotted with anti-GAL4, anti-TRAF6, or anti-Myc Ab. (*E*) ChIP experiment showing rapid and transient recruitment of TRAF6 and Ubc13 to the *BMP7* promoter in response to IL-1β in MCF7 pretreated with E_2_ for 1 h. (*F*) Validation of siRNA efficiency in MCF7 cells. Cells are transfected with siRNA (siCtl, siTRAF6, or siUbc13) for 48 h and relative expression measured by RTqPCR, with normalization to *b-actin.* (*G*) BMP7 derepression by IL-1β, as measured by RT-PCR, requires both TRAF6 and Ubc13. MCF7 cells transfected with either control, TRAF6, or Ubc13 siRNA, were treated with E_2_ and/or IL-1β for 6 h. (*H*) Overexpression of dominant-negative TRAF6 or mutated TAB2 abrogates derepression by IL-1β in U2OS-ERα cells transiently transfected with BMP7_promoter_ reporter and treated with E_2_ and vehicle (PBS) or IL-1β for 36 h. Luciferase activity was assayed and normalized to b-gal activity. (*I*) MEKK1’s ubiquitin-interacting motif (UIM) interacts with K63-linked, but not K48-linked, polyubiquitin chains. GST and GST-MEKK1-UIM proteins were expressed in bacteria, purified, and used for GST pulldown with recombinant K63- (*Left*) or K48-linked (*Right*) polyubiquitin chains, followed by western blotting with anti-ubiquitin or anti-GST Ab. (*J*) Ubc13 is required for accumulation of K63-linked polyubiquitin chains and for the recruitment of MEKK1 to the *BMP7* promoter in MCF7 cells transfected with control or Ubc13 siRNA and pretreated with E_2_ for 1 h prior to treatment with IL-1β. ChIP was performed with anti-K63-ubiquitin or anti-MEKK1 Ab or protein A beads alone as control. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01 vs. vehicle control, Student’s *t* test.

To address the functional role of TRAF6-mediated events on localized gene targets, we then focused on *BMP7*, an estrogen receptor target gene previously shown to be derepressed upon IL-1β treatment due to TAB2-dependent dismissal of the NCoR/SMRT complex (57) and asked to which extent TAB2 ubiquitination contributes to IL-1β-mediated dismissal of the NCoR/SMRT complex. First, by ChIP analysis, it was confirmed that both TRAF6 and its partner E2 enzyme, Ubc13, were detected bound to the *BMP7* promoter at 5 and 15 min after IL-1β stimulation of E_2_-treated MCF-7 cells (Fig. 5*E*). Then, we asked to which extent K63 ubiquitination by Ubc13/TRAF6 contributed to IL-1β-induced dismissal of the NCoR/SMRT complex. Our results indicate that preventing K63 ubiquitination by transient downregulation of either TRAF6 or Ubc13 was sufficient to impair *BMP7* derepression by IL-1β as measured by RTqPCR (Fig. 5*F*). Similarly, overexpression of a dominant-negative TRAF6 construct or the Flag-TAB2_K656R_ mutant inhibited the IL-1β-dependent derepression of a luciferase reporter construct driven by the *BMP7* promoter (Fig. 5 *G* and *H*). Together, these data confirm that K63 ubiquitination of TAB2 by TRAF6/Ubc13 plays a critical role in promoting the derepression of *BMP7* upon IL-1β stimulation.

Finally, we investigated the mechanism by which TRAF6/Ubc13-mediated K63 ubiquitination regulates *BMP7* derepression. Previous studies indicated that dismissal of the NCoR/SMRT complex from the *BMP7* promoter depends on the recruitment and the action of the Mitogen-activated protein kinase kinase kinase 1 (MAP3K1/MEKK1) (57, 58). As MEKK1 contains two overlapping ubiquitin-interacting motifs (UIM), we hypothesized that TRAF6/Ubc13-mediated ubiquitination of one or more targets may be important for MEKK1 recruitment. In accordance with this hypothesis, in vitro Glutathione S-transferase (GST) pull-down assays showed that the UIM region of MEKK1 (aa 1,137 to 1,194) specifically interacts with recombinant K63-linked polyubiquitin chains, and not with K48-linked chains (Fig. 5*I*). Most importantly, ChIP analysis confirmed that the accumulation of K63 ubiquitin chains on the *BMP7* promoter upon IL-1β treatment precedes the recruitment of MEKK1, and that blocking ubiquitin accumulation by Ubc13 knockdown, prevented recruitment of MEKK1 (Fig. 5*J*), thus confirming that localized ubiquitination events on target promoters can have a profound effect on transcriptional regulation through direct and indirect effects on the recruitment/dismissal of regulatory factors and chromatin remodeling enzymes.

## Discussion

G-Protein Suppressor 2 (GPS2) has emerged in recent years as a critical regulator of inflammation and metabolism (19–21, 23, 25–29, 31–35). A growing body of literature indicates that this is achieved through complementary genomic and nongenomic functions that are dependent, at least in part, on GPS2 ability to inhibit nonproteolytic ubiquitination by the E2 ubiquitin-conjugating enzyme Ubc13 (25–29). In the nucleus, it is well appreciated that GPS2 regulates gene expression by acting both as a corepressor and a coactivator for numerous TFs (16, 19, 23, 25, 29, 31, 33, 34, 62). However, the underlying molecular mechanisms are not fully understood, and whether ubiquitin regulation constitutes a common thread across the different transcriptional roles played by GPS2 remained unclear. Here, we focused on GPS2 role within the NCOR/HDAC3 corepressor complex and found its presence to be crucial for counteracting the destabilizing effect triggered by TRAF6/Ubc13-mediated ubiquitination of other components of the complex, including the histone deacetylase HDAC3 and the facultative adaptor TAB2 (Fig. 6).

**Fig. 6.**
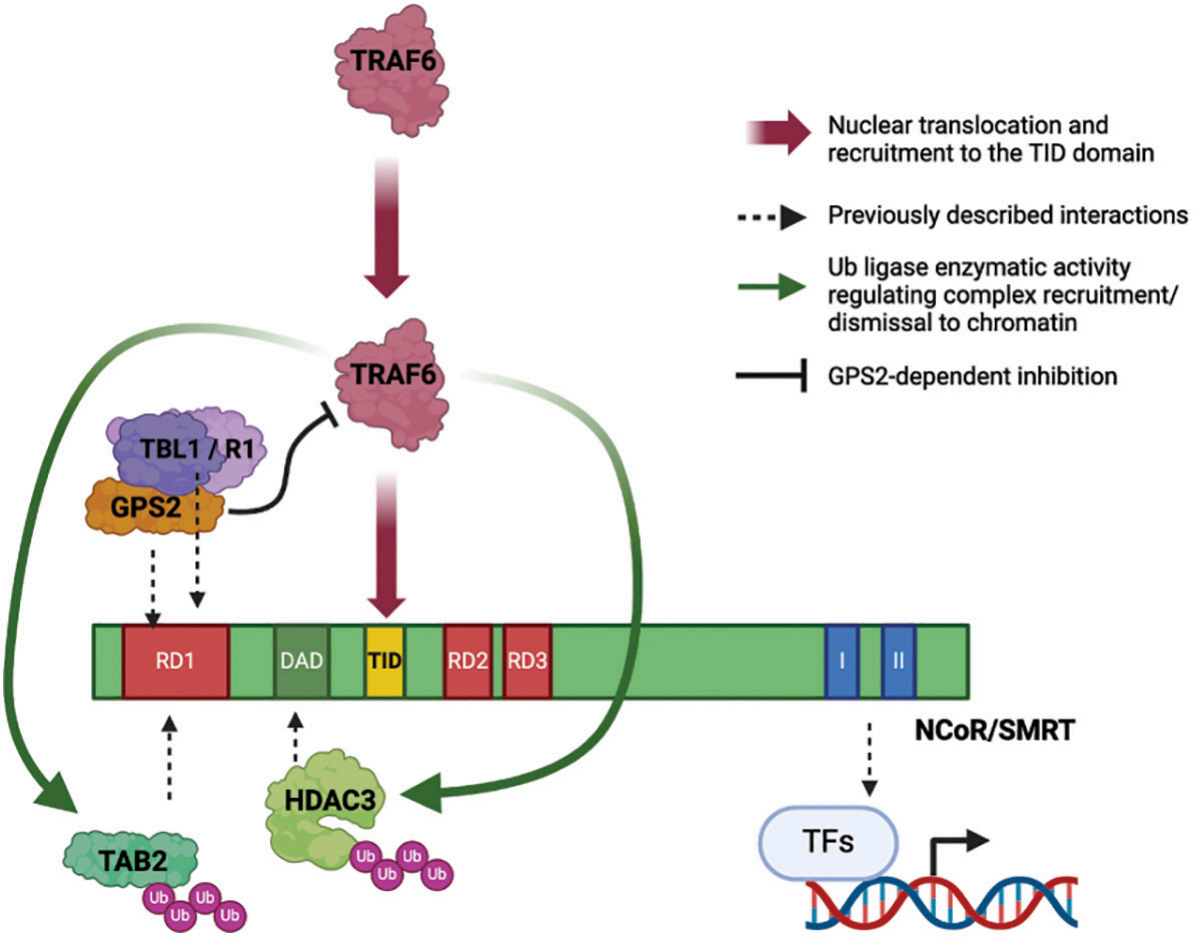
Graphical abstract representation of TRAF6 nuclear translocation and recruitment to the TRAF-interaction domain (TID) on NCoR/SMRT in response to IL-1β (red arrows). Within the NCoR/SMRT complex, GPS2 maintains TRAF6 activity under negative regulation (black solid line), while HDAC3 and TAB2 were identified as targets of TRAF6-mediated ubiquitination (green arrows). Dotted black arrows represent previously reported interactions between components of the NCoR/SMRT corepressor complex and associated TFs. RD1, RD2, and RD3 represent repressor domains; DAD is the deacetylase activation domain, while interaction with recruiting TFs occurs through the C’-terminal nuclear receptor–interacting domains I and II.

HDAC3 is a class I histone deacetylase and the major chromatin remodeling enzyme associated with the NCoR/SMRT corepressor complex (10). Its activity is responsible for histone deacetylation over repressed target genes but has also been associated with the deacetylation of nonhistone targets in the context of activated genes. Our results indicate that GPS2 deletion in MCF-7 breast cancer cells leads to increased HDAC3 ubiquitination and dismissal from most of its genomic locations, including both repressed and activated gene targets. This suggests that restriction of ubiquitination activity may be critical to prevent breast cancer cell growth and metabolic reprogramming, as GPS2 deletion is associated with increased expression of the *MYC* gene and altered expression of genes involved in cancer progression, metastatic potential, mitochondrial functions, and lipid metabolism. This is in accord with previous studies showing upregulation of *MYC* in hepatocellular carcinoma through dissociating K63-ubiquitinated HDAC3 from the *MYC* promoter (41). Altered MYC is implicated in various cancer types, including breast cancer, where it is associated with poorer outcomes (63–65). As our previous studies in triple-negative breast cancer cells indicated that loss of GPS2 was associated with a more aggressive phenotype due to hyperactivation of PI3K/AKT signaling (43), these results suggest that the concurrent upregulation of PI3K and MYC signaling, due to unrestricted ubiquitination of cytosolic and nuclear targets, may be contributing to the observed phenotype of GPS2-null cells.

Within the NCoR/SMRT complex, GPS2-mediated regulation is not restricted to HDAC3 but is also important for preventing the ubiquitination of TAB2, a facultative adaptor previously shown to play a key role in promoting the derepression of target genes upon proinflammatory stimulation (57, 58). Our study reveals that TAB2 ubiquitination upon IL-1β stimulation is mediated by the E3 ubiquitin ligase TRAF6, which rapidly translocates to the nucleus upon IL-1β stimulation and is recruited to regulated genes via direct interaction with NCoR. TRAF6 serves as a key hub for several breast cancer-driver signal transduction pathways, including PI3K/AKT/mTOR, Toll-like receptor (TLR), mitogen-activated protein kinase (MAPK), and Ras/Src Family Kinases, with downstream effects on NFκB and AP-1 signaling (66–69). This study adds to the literature concerning TRAF6 role in signal transduction by showing that TRAF6-mediated regulation of gene expression in response to pro-oncogenic and inflammatory signals is not only achieved via modulation of cytosolic signaling (61, 70–72) but also through direct regulation of transcriptional events in the nucleus, with GPS2 establishing a critical checkpoint on both processes. Intriguingly, TRAF6 translocation to the nucleus has also been observed upon insulin stimulation, with TRAF6 nuclear activity being required for K63 ubiquitination of AKT1, which is also negatively regulated by GPS2 (28, 73). As insulin-induced phosphorylation of NCoR by AKT in the liver provides a switch for metabolic genes regulated by different nuclear receptors, the complex interplay between the cytosolic and nuclear signaling events regulated by TRAF6 appears central to responding to proinflammatory and metabolic signals through modulation of corepressor presence and/or transcriptional activity. Indeed, our results indicate that TRAF6-mediated ubiquitination of TAB2 contributes to MEKK1 recruitment, thereby licensing the promoter for corepressor clearance upon IL-1β stimulation. At the same time, previous studies show that TRAF6 activation by RANK/TLR4 plays a key role in facilitating HDAC3 conversion from corepressor to coactivator by initiating a bifurcated kinase cascade that includes TRAF6-ERK1 signaling promoting the formation of an NCoR/HDAC3/PGC1β complex and TRAF6-TBK1 signal enhancing HDAC3 activity necessary for PGC1β deacetylation (6). By elucidating the mechanism of TRAF6 recruitment to chromatin through direct interaction with NCoR/SMRT and identifying GPS2 as a key regulator of TRAF6 activity toward the NCoR complex, our findings expand our understanding of the importance of proinflammatory signaling and K63 ubiquitination in modulating both the recruitment to chromatin and the functional outcome of HDAC3 activity.

Crosstalk between transcriptional and posttranslational regulatory events is also observed in the case of *MYC*, as TRAF6 regulates *MYC* expression via HDAC3 ubiquitination while also inhibiting c-Myc acetylation on Lys148 via ubiquitination of the same residue (74). As Lys148 acetylation positively regulates genes involved in the mitotic apparatus while inhibiting the expression of p53 and cytokine pathways (75), combined effects of TRAF6 activation on *MYC* upregulation and transcriptional activity may contribute to altered transcriptomics of GPS2-KO cells, with these events adding to the transcriptional changes driven by reduced HDAC3 occupancy.

In conclusion, dissecting the impact of GPS2 deletion in breast cancer cells has highlighted the central role of the TRAF6/Ubc13 ubiquitin machinery in coordinating signaling pathways across subcellular compartments and revealed that the dysregulation of ubiquitination could represent a critical factor in cancer growth and metabolic adaptation. In this light, modulation of ubiquitination activity by GPS2 can function as a key determinant in controlling cancer progression, thus underscoring its potential as a targeted therapeutic avenue for intervention.

## Materials and Methods

### Cell Lines.

MCF-7 cells purchased from American Type Culture Collection were cultured in high glucose Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum. GPS2-KO MCF-7 cells were generated in-house by CRISPR/Cas9-mediated genomic recombination using the same design developed for MDA-MB231 cells (43). Specifically, CRISPR-Cas9 genome editing was performed using two sets of single guide RNA (sgRNAs) targeting exons 2 and 6 of the human *GPS2* sequence. The two sets of sgRNAs were cloned separately into the LentiCRISPRv2 lentiviral vector (Kindly shared by Feng Zhang, Addgene plasmid #52961). 3.5 mg of each viral plasmid was cotransfected with packaging plasmids pCMV-VSV-G and psPAX2 (Addgene plasmids #8454 and #12260) into HEK293T cells using Lipofectamine 3000. Media were changed after 24 h, and viral supernatants collected at 60 h. The virus was filtered through a 0.46 μm low protein binding filter membrane and used immediately or stored at −80 °C for later use. Transduction of target cell lines was performed in a six-well plate with 1 to 1.5 mL of viral supernatant and 8 μg/mL polybrene in DMEM with 10% FBS. Media were changed after 24 h, and cells split into selection medium (puromycin 2.5 μg/mL) at 48 h. Surviving heterogeneous pools were controlled for GPS2 deletion by targeted PCR and western blotting.

### Chemicals and Antibodies.

Anti-GPS2 C-terminal (aa 307 to 327) antibody was previously generated in rabbit (29). Anti-NCoR antibody was previously generated in rabbit (76). Commercial antibodies used for western blotting, immunoprecipitation, and ChIP experiments include HDAC3 rabbit polyclonal antibody #ab7030 (Abcam); anti-HDAC3(H-99) rabbit polyclonal antibody #sc-11417 (Santa Cruz Biotechnology); anti-ubiquitin mouse monoclonal antibody (P4D1 clone, Cell Signaling Technology); anti-β-tubulin mouse monoclonal antibody #T0198 (Sigma-Aldrich); anti-HDAC2 rabbit polyclonal antibody #ab16032 (Abcam); anti-TAB2 mouse monoclonal antibody sc-398188, goat polyclonal antibody sc-11850, and rabbit polyclonal sc-20756 (Santa Cruz Biotechnology); anti-K63 ubiquitin rabbit monoclonal antibody #05-1308 (Millipore); anti-TRAF6 rabbit polyclonal antibody sc-7221 (Santa Cruz Biotechnology); anti-Ubc13 rabbit polyclonal antibody #10243-1-AP (ProteinTech); anti-Ubc13 (131-148) rabbit polyclonal antibody #PA1-41188 (Thermo Scientific); anti-FLAG mouse monoclonal antibody, clone M2, #F3165, and anti-Flag-HRP #A8592 (Sigma-Aldrich); anti-MYC(9E10) mouse monoclonal antibody #sc-40 (Santa Cruz Biotechnology); and anti-GST(56C1) mouse monoclonal antibody #sc-80998 (Santa Cruz Biotechnology).

The following small interfering RNA (siRNA) were obtained from Santa Cruz Biotechnology and used for silencing via transient transfection with Lipofectamine 2000 (10 nM final concentration): TRAF6 (sc-36717), Ubc13 (sc-43551), and control (sc-37007). Treatments with human IL-1β, purchased from Calbiochem, were performed at a final concentration of 10 ng/mL for the time indicated in each experiment.

### Protein Extracts and Western Blotting.

Cells were lysed with 10 mM HEPES pH 7.9, 1 mM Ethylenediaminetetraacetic Acid (EDTA), 210 mM Mannitol, 70 mM Saccharose, 1× protease inhibitor cocktail (PIC) (Roche), 10 mM N-Ethylmaleimide (NEM), passed through a 25G syringe and centrifuged for 10 min at 4 °C (2,000× g). The cytoplasmic fraction was further cleared for 10 min at 4 °C (16,500× g). The nuclear pellet was resuspended in 20 mM Tris-HCl pH 8.0, 25% glycerol, 420 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.1 mM phenylmethylsulfonyl fluoride, 0.5 dithiothreitol (DTT), 1× PIC, and 10 mM NEM and centrifuged for 10 min at 4 °C (max speed) to clear the lysate. Proteins were quantified by Bradford, resolved by Sodium Dodecyl Sulfate Polyacrylamide Gel Electrophoresis, and analyzed by immunoblotting using Imagine Lab Software 6.0.1 (Bio-Rad Laboratories, Inc.).

### Immunoprecipitation of Ubiquitinated Proteins.

K63 ubiquitinated proteins were isolated using the Vx3K0 ubiquitin-binding domain as described in ref. 35. The His-tagged K63-Super-UIM (Vx3K0) was amplified from plasmid pQCXIP-Vx3K0-mEGFP [(77); Addgene #35527] and inserted into pET28a. His-tagged Vx3K0 protein was overexpressed in *Escherichia coli* BL21(DE3) cells, upon induction with 0.5 mM isopropyl-β-D-thiogalactoside for 4 h at 30 °C. Harvested cells were lysed by sonication in lysis buffer (50 mM NaH_2_PO_4_, 500 mM NaCl, 0.1% SDS, 1% Triton X-100, and 10% glycerol). According to the manufacturer’s instructions, his-tagged Vx3K0 protein was purified from cell lysates using Ni-NTA agarose (Invitrogen, USA). After washing in 50 mM NaH_2_PO_4_, 500 mM NaCl, 0.5% Triton X-100, 10% glycerol, and 20 mM imidazole, the His-tagged Vx3K0-conjugated agarose was stored at 4 °C in phosphate-buffered saline (PBS) supplemented with 30% glycine.

### RT-PCR Analysis.

RNA was isolated from cells following the manufacturer protocol for the RNeasy Kit (QIAGEN). First-strand complementary DNA (cDNA) synthesis from the total RNA template was performed with an Iscript cDNA Synthesis System (Bio-Rad). PCRs were conducted on a ViiA7 Real-Time PCR System, using the SYBR Green method and Human Cyclophilin A RNA as a normalizing target.

### ChIP Assay.

ChIP assay was performed following established protocols (9, 25, 78). In brief, MCF-7 cells were cross-linked with formaldehyde 1% for 10 min at room temperature, lysed, and sonicated for two cycles of 10 min (max power 30 s on, 30 s off) to reduce DNA length to between 200 and 500 bp. Cross-linked material was immunoprecipitated with 1 to 5 μg of the specific antibody overnight at 4 °C and followed by incubation with protein A-sepharose beads for 1 h to collect the immunoprecipitated complexes. Collected immunocomplexes were washed with 500 μL of respectively Low Salt Wash Buffer (150 mM NaCl, Tris-HCl pH 8 20 mM, EDTA 2 mM, Triton-X 1%, and SDS 0.1%), High Salt Wash Buffer (500 mM NaCl, Tris-HCl pH 8 20 mM, EDTA 2 mM, Triton-X 1%, and SDS 0.1%), LiCl Wash (0.25 M LiCl, Tris-HCl pH 8 10 mM, EDTA 1 mM, Igepal 1%, and Deoxycholate 1%), 1× TE (Tris-HCl pH 8 10 mM and EDTA). After washes, elution and cross-linking reversion were performed by heating at 65 °C overnight. DNA was recovered with Phenol/Chloroform and analyzed by 45 cycles of RT-PCR. BMP7 ChIP primers as described before (57). c-Myc ChIP primer: 5′-GGGGACTCAGTCTGGGTGG-3′ and 5′-AGCAACGCATTGCCACGTAT-3′.

### ChIP-Seq Library Preparation and Analysis.

For ChIP-Seq, the extracted DNA was ligated to specific adaptors, followed by deep sequencing on Illumina’s HiSeq 2000 according to the manufacturer’s instructions. ChIP-Seq for GPS2 was performed on two separate replicate experiments. Raw ChIP-Seq data are available at Gene Expression Omnibus (GEO) with the identifier GSE250040.

Quality control of the ChIP-Seq reads was performed using FastQC in default settings. ChIP-Seq read alignment as performed using Bowtie2 v2.2.7 (79) on human genome sequence (assembly hg38) with options *--local* and alignment files sorted and converted to bam using samtools v1.3 (80). Peak calling was performed using the function *findPeaks* of HOMER v4.11 with an option *style* parameter equal to histone (81). A reference cistrome for GPS2 and HDAC3 proteins for the wild-type condition was defined using the function *mergePeaks* of HOMER with parameter -d equal to *given*. Peaks were obtained on chromosome Y, and noncanonical chromosomes were removed. For each peak, the enrichment of GPS2 immuno-precipitation with respect to the input experiments was computed using the function *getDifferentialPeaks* of HOMER. The same function was used to compute the differential change of ChIP enrichment between the GPS2 KO experiments and those obtained in the WT condition. A peak was defined as differential enriched if associated with a *P*-value lower than 0.05. Between the two biological replicates of the GPS2 ChIP-Seq, the signal log2FC was averaged. At the same time, the *P*-values were combined using Fisher’s method implemented in the *sumlog* function of the *metap* R package.

The intensity of the ChIP-Seq signal was computed using Seqminer v1.3.4, considering a region of ±5 bp centered on the peak centers and divided into 50 bp bins (82). The number of reads mapped in each experiment was counted and subtracted by the number of reads obtained in the associated input sample for each bin. Peak genomic classification was performed using the *ChIPSeeker* R package (83) using the annotation from TxDb as a reference transcriptome. (*Hsapiens.UCSC.hg38.knownGene* R library). A region of −2 Kbp and +500 bp concerning gene TSS was considered the gene putative promoter. The functional enrichment analysis of ChIP-Seq peak-associated genes was performed using Enrichr (version of March 13th, 2022) (84). The analysis was performed separately on genes associated with peaks closer than 10 Kbp (proximal) and those associated with peaks far from this distance (distal). The ChIP-Seq peaks were also overlapped with chromatin states obtained by Ferrero et al. by integrating multiple ChIP-Seq experiments performed in MCF-7 maintained in a complete medium (46).

### RNA-Seq Library Preparation and Analysis.

Total RNA was harvested from cultured cells using the Qiagen RNeasy Plus Mini Kit according to the manufacturer’s instructions. Triplicates of each condition were sent to BU’s Microarray and Sequencing core for library preparation using Kapa RNA HyperPrep with RiboErase and run on two 75-paired end sequencing runs on Illumina NextSeq.

RNA-Seq data were analyzed with the STAR-RSEM analysis pipeline implemented in Docker4Seq (85). Specifically, raw reads were quality-controlled with FastQC and aligned on the Gencode v32 annotations using STAR (86). Then, gene expression quantification was performed using RSEM (87). Gene expression data were preprocessed using tximport (88), and the differential expression analysis was performed with DESeq2 (89) in default settings. A gene was differentially expressed if associated with an adjusted *P*-value < 0.001 and a median level in Transcript Per Million greater than 1 in at least one experimental condition.

### Statistical Analysis.

All the histogram data are the results of at least three independent experiments and are represented as the mean ± SEM. ChIP data are representative of two independent biological replicates. The differences between groups were compared using Student’s *t* test. Western blots are representative of three independent experiments.

## Supplementary Material

Dataset S01

Dataset S02

## Data Availability

Raw ChIP-Seq data are available at GEO with the identifier GSE250040 (45). The raw RNA-Seq reads are available in GEO with the identifier GSE250075 (48).

How the deposited data were processed for this re-analysis (not part of the article)

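RNA-Seq of MCF-7 cells was analysed from 3 GPS2-KO and 3 WT libraries, and each library was taken as 1 sample. The authors isolated total RNA, removed ribosomal RNA, sequenced paired ends and checked the reads with FastQC. They aligned the reads with STAR to hg38 and a Gencode annotation and estimated gene counts with RSEM. The deposited table holds the authors' expected counts for 60527 Ensembl genes in each of the 6 libraries, without normalization. All 6 columns of values were used. Gene names and positions came from Gencode release 44 on GRCh38, which gave a name and position to 60258 genes. Another 1 gene was named from Dataset S2, and 268 had no name.

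The expected counts were rounded to whole numbers. Each library held 22471 to 23241 genes with a count, the 10 most abundant genes took 5.77 to 6.30% of the counts, and the TMM factors ran from 0.9898 to 1.0086. Pairs of replicates differed by more than counting noise, with a chi-square per gene of 3.74 to 5.55. The biological coefficient of variation was 3.85%. Depth was compared between groups as the median total, which was 58833364 in GPS2-KO and 52100106 in WT.

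The main comparison was GPS2-KO against WT in edgeR 4.0.16 under R 4.3.3, with condition as the only term. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 16810 genes. Counts were scaled by TMM, and dispersions and quasi-likelihood fits were robust. Adjusted p-values follow Benjamini and Hochberg over all tested genes, and genes were called under 0.001, the threshold of the paper. GPS2, MYC and the gene lists were called under 0.05. Principal components were computed from the gene-centered log2 CPM of the tested genes.

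Before the data were examined, 36 gene lists were written from general knowledge, when part of the paper's Dataset S2 had been seen. They cover ribosome biogenesis factors, cytosolic ribosomal proteins, NF-kB and inflammatory genes, interferon-stimulated genes, G1/S and DNA replication, G2/M and mitosis, p53 targets, DNA repair, ZNF zinc-finger genes, estrogen receptor targets, luminal markers, mesenchymal markers, fibroblast and immune cell markers, focal adhesion and actin genes, and MYC targets. They also cover mitochondrial ribosomal proteins, OXPHOS subunits, mtDNA-encoded mRNAs, mitochondrial gene expression, mitochondrial import, quinone biosynthesis, branched-chain amino acids, heme biosynthesis, the TCA cycle, fatty acid oxidation and one-carbon metabolism. The remaining lists are cholesterol biosynthesis, fatty acid synthesis, ATF4 targets, the unfolded protein response, NRF2 targets, glycolysis and hypoxia, FOXO targets, immediate early genes, histones, and the corepressor complex with TRAF6 and Ubc13. Each list with measured members was tested against the other genes with camera in limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with one-sided Fisher's exact tests. The Fisher tests made no allowance for abundance and treated list members as independent. Fry in limma, which was also used, asks whether the members of a list move on balance in 1 direction and does not compare them with the other genes. Members called when adjusted over the list alone were counted beside those adjusted over all genes.

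Most genes named in the text follow a rule set before the data were examined. It takes the genes that the paper names for RNA-Seq, the 10 higher and the 10 lower genes with the smallest p among called genes of sufficient abundance with no overlap between groups, 2 members of each list in the direction of most of its called members and 1 in the other, and every member of the corepressor list. ESR1, the genes nearly absent in 1 group and the nuclear copies of mitochondrial genes fall outside this rule and were chosen after their values were seen. Values of some of them in Dataset S2 had been seen. Neighboring genes were grouped into 298 windows of at least 40 genes over 12382 genes, and window medians were compared with 1000 permutations of gene positions, after a shift of whole chromosomes had been seen.

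The method was tested on simulated data with 200 changed genes among 16810 in 3 runs. edgeR recovered 74.3% of changes of log2 size 1 and 62.3% of changes of log2 size 0.5, with 7 wrong calls over the runs, and DESeq2 and limma-voom recovered 74.7% and 74.3% of the larger changes. A simulated list shifted by −0.20 was called, and 1 unshifted list was called with it. The data had far more called genes, at 6116, and the simulated genes were drawn independently of each other. These rates therefore do not carry over to the real comparison.

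The alternatives were DESeq2 size factors, upper-quartile scaling or library size only in place of TMM, no low-count filter, at least 10 counts in every library, a median CPM or a median TPM above 1 in at least 1 condition, DESeq2 1.42.0 alone or with these filters, the legacy quasi-likelihood test, limma-voom, replicate number as a block, counts thinned to 51426747 in each library, other thresholds, and each library left out in turn. For principal components they were the 500 most variable genes, no filter, no centering, variance-stabilized counts and each library left out. Setting window medians to 0 was added after seeing the data. ChIP-Seq, RT-qPCR, proteomics and Drosophila experiments were not analysed here.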

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

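The tests of copy number, of GC content and length, and of GPS2 were chosen after the result was seen, and the other splits of the samples were planned. Genes of large parts of chromosome 8 and chromosome 10 shifted as blocks in GPS2-KO, in positions along the genome that the paper does not report on. The median log2 fold change was 0.33 on chromosome 8 and −0.22 on chromosome 10, with per-library medians from 0.33 to 0.34 and from −0.22 to −0.21 in GPS2-KO and from −0.01 to 0.01 in WT, and 14 windows of neighboring genes lay above and 17 below the limits of permuted gene positions, but the shift did not cover the whole chromosomes, since the windows of chromosome 10 up to 43185302 had medians of −0.14, −0.02 and −0.04, and that of chromosome 8 from 123219967 to 141432454 had 0.02.

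Removing the trend with GC content and gene length left the medians at 0.34 (SE 0.02) and −0.22 (SE 0.02), which argues against that trend as the whole cause. The lower quartile of chromosome 8 shifted by 0.30 against the other chromosomes, 84.8% of the shift of the median (95% bootstrap interval 71.5 to 95.6), and the upper quartile of chromosome 10 by −0.18, 83.5% of that of the median (70.8 to 101), so that a candidate explanation is a different copy number of large parts of these chromosomes in the GPS2-KO and WT cells, a hypothesis found and tested on the same data. An effect of GPS2 loss on these regions stays open as untested, since the knockout and any copy number change in the cells that carry it fall on the same 3 libraries.

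GPS2 counts fell little, by a log2 fold change of −0.22 (SE 0.04). If reads spread evenly over the canonical transcript, loss of exons 3 to 5 from every transcript at an unchanged transcript number would give −0.43. Loss of exons 2 to 6 would give −0.90 in the same way. The GPS2 count covers all annotated transcripts, with 3089 exon bases against 1176 in the canonical one. The measured value therefore cannot decide whether such a loss is the whole account. The readthrough gene that runs through GPS2 held at most 0.258% of the GPS2 count in a GPS2-KO library. Reads on bases that both genes share can be credited to either, so this share cannot decide whether readthrough reads are part of the GPS2 count. Exons of EIF5A on the other strand share 241 bases with GPS2, and since the strand used in counting is not given in the sources used here, their part cannot be told apart. Transcripts without the deletion and a higher number of transcripts stay open as untested here, while the paper reports sequenced clones and lower GPS2 RNA and protein in Fig. 1 B and C, and its methods describe pools checked by PCR and western blot.

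Nearly absent in WT (at most 3 counts over the 3 libraries) and counted at 100 or more in every GPS2-KO library were 8 genes, chosen after their values were seen: LAMA2, NKAIN2, ADGRL3 and LINC00648, with 0 counts in WT, were at least 128-fold, 114-fold, 114-fold and 112-fold higher at a floor of 3 counts over the group, and CACNA2D1, CASC9, GUCY1A1 and HTR2C had ratios of 868 (95% counting interval 240 to 7167), 686 (123.2 to 27113), 590 (106 to 23316) and 530 (95.1 to 20933). The reverse held for 1 gene, ZSCAN18, with a WT to GPS2-KO ratio of 285 (78.8 to 2351). Whether these differences follow from GPS2 loss or from another difference between the cells was not tested.

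Other ways to split the 6 samples into groups of 3 are too few for a share under 0.05. The real split gave 6116 called genes, and edgeR called 0 in each of the other 9. There 99 to 208 genes had an unadjusted p under 0.05 against 10201 in the real split, so 1 of 10 splits was as large. Each of the other 9 mixed GPS2-KO and WT libraries in both groups, so the difference between the cells widened the spread within groups. Such splits can give few calls whatever the cause, so their 0 calls are no measure of chance. For gene lists the real split called 10 with camera, the highest other split called 15, and 5 of 10 splits called as many. The number of camera calls at the preset correlation therefore did not set the real split apart.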

How the results depend on the processing

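The tests with window medians set to 0 were chosen after the result was seen, and the cause of the changed values below was not tested. Called genes numbered 5486 to 6911 under the other scalings, filters and tests, 6140 with a replicate block (same-number libraries correlated at −0.0497 to 0.0181, so the numbers do not pair them), 5068 to 5428 with 1 library left out and 5920 with window medians set to 0. At an adjusted p under 0.05 they were 9555 (4731 higher, 4824 lower), and at an absolute log2 fold change of at least 1 they were 1197 (741 and 456). GPS2 stayed lower and called at 0.05 under all its alternatives (−0.30 to −0.19). MYC passed 0.05 with upper-quartile scaling (0.10), library size only (0.082), a median CPM above 1 (0.073) and without WT replicate 1, with leave-one-out values of 0.036 to 0.086. PC1 held 82.9% with the 500 most variable genes, 49.8% without the low-count filter, 99.2% without centering, 88.3% with variance-stabilized counts and 71.8 to 73.9% with 1 library left out. Of 3292 values of 157 named genes under alternatives, 3229 kept direction and side of the threshold, 41 lost the call, 13 gained it and 9 changed sign. DLG2 was among the genes not called with a replicate block (adjusted p = 0.00142 from edgeR). These 9, with window medians set to 0, were BUB3 (0.021), GINS4 (−0.060), GSR (−0.093), HDAC3 (−0.0072), NCOR1 (0.089), PMPCB (0.16), PTDSS1 (−0.071), RPS20 (−0.0066) and UBE2V2 (−0.11).

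With an estimated correlation, ribosome biogenesis, NF-kB, interferon, G1/S, G2/M, focal adhesion, MYC targets, one-carbon and NRF2 lists gave adjusted p = 0.716 and glycolysis 0.846 from camera in limma, so that 0 lists were called, with 0 at an unadjusted p under 0.05, against 26 with fry, which does not compare a list with the other genes. With fry, adjusted p passed for p53 targets (0.0431), ZNF genes (0.0347), estrogen receptor targets, fibroblast and immune markers, mitochondrial gene expression, the TCA cycle and corepressor genes (0.00126), mitochondrial ribosome (0.0264), import, ATF4 targets and immediate early genes (0.00731), quinone (0.00118), heme (0.00328), cholesterol (0.0248), fatty acid synthesis (0.00293) and FOXO targets (0.00252). Median log2 fold changes of lists turned sign over the alternatives for p53 targets (−0.046 to 0.035), DNA repair (−0.0091 to 0.042), quinone biosynthesis (−0.022 to 0.036), fatty acid oxidation (−0.0017 to 0.045), OXPHOS (−0.045 to 0.0035), estrogen receptor targets (−0.081 to 0.051), histones (−0.095 to 0.020) and fibroblast and immune markers (−0.67 to 0.16), and the median of heme biosynthesis ran from −0.16 to −0.027. With limma-voom the mitochondrial ribosome and import lists passed (0.0359), and import passed without the low-count filter (0.0321). Glycolysis and hypoxia genes failed with at least 10 counts in every library (0.0513), a median CPM above 1 (0.0793) and without WT replicates 1, 2 or 3 (0.0748, 0.0745 and 0.0552), with a leave-one-out range of 7.32e-04 to 0.0748. FOXO targets passed with DESeq2 size factors (0.0467), upper-quartile scaling (0.0385), library size only (0.0456), no low-count filter (0.00441), at least 10 counts (0.0488), limma-voom (0.0296), a replicate block (0.0456) and window medians set to 0 (0.0102), with a leave-one-out range of 0.0186 to 0.0865. With 1 count at 0.0168 to 0.0195 CPM, depth limits genes near the low-count filter.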

Differences from the paper's values

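The tests compared here were all set before the data were examined. With the paper's adjusted p threshold of 0.001 but without its TPM filter, 6116 genes were called changed here, against the paper's 3744. The difference was within 1.5-fold with DESeq2 and a median CPM above 1, with DESeq2 and a median TPM above 1, the nearest to the paper's thresholds, and without each of the 6 libraries, and remained under the other scalings, filters and tests set before. An adjusted p under 0.05 gave 9555, while an absolute log2 fold change of at least 1, a threshold that the paper does not use, gave 1197 (741 higher and 456 lower), fewer than in the paper. For genes higher the values were 2965 here and 1907 in the paper, within 1.5-fold under the same settings and with a median TPM above 1, and not under the other scalings, filters and tests. For genes lower they were 3151 here and 1837 in the paper, within 1.5-fold without GPS2-KO replicate 2, WT replicate 1 or WT replicate 3, and not under the other scalings, filters and tests or without the other libraries.

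Dataset S2A was held in part, with 1998 of its 3744 genes. Of these, 1974 were tested here, 1972 had the same direction and 1874 were called, and the median difference in log2 fold change, here minus the paper's, was −0.03. For 6 of 21 genes that the paper names the log2 fold change differed by more than an SD between replicates. This SD is the square root of the summed variances of log2 CPM in GPS2-KO and in WT. Both values come from the same libraries, so the SD serves as a yardstick of size and not as a test. SULF1 was 3.98 here and 4.13 in the paper, OXR1 0.45 here and 0.53 in the paper, PTDSS1 0.19 here and 0.26 in the paper, and UQCRC1 0.15 here and 0.23 in the paper, and these 4 differed under every alternative set before. PTK2 was 0.33 here and 0.41 in the paper, and fell within the SD with upper-quartile scaling and under no other. PAWR was −0.59 here and −0.66 in the paper, and fell within the SD without GPS2-KO replicate 1 and without WT replicate 2 and under no other.

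In Fig. 3C the paper marks EVL among the top genes lower in GPS2-KO. EVL ranked 15 by p among the lower genes here (log2 fold change −1.74, adjusted p = 2.69e-21 from edgeR), while LINC00052, TMSB4X, SLC39A8 and RET ranked 1, 2, 3 and 8. The paper states that, among nuclear-encoded mitochondrial genes, those higher in GPS2-KO are enriched for heme biosynthesis. In the heme list used here, which was written separately and tested against all genes, 2 of 18 were higher and 9 lower. The paper proposes that MYC signaling is derepressed in GPS2-KO. It draws on higher MYC by RT-qPCR, higher ZFP36L1 and ALDH9A1, and a rise of MYC in RNA-Seq that did not pass its threshold. It also reports less HDAC3 on the MYC promoter by ChIP. In the list of 63 MYC targets used here 8 were higher and 38 lower, while ZFP36L1 and ALDH9A1 were higher as in the paper. The list shares 25 genes with the ribosome biogenesis factors. Its camera call in limma was lost at adjusted p = 0.716 with an estimated correlation.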

Other observations

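The tests with window medians set to 0, of ESR1 and of the nuclear copies of mitochondrial genes were chosen after the result was seen, and the other tests in this part were set before the data were examined. The gene lists among them were written when part of the paper's Dataset S2 had been seen. Of 27 NRF2 target genes of the antioxidant response, 16 were lower and 5 higher, also when adjusted over the list alone. Their median log2 fold change was −0.31 (camera in limma, adjusted p = 6.19e-05). With the estimated correlation of 0.31 in place of the preset 0.01, camera gave adjusted p = 0.716. A shift of the list as a group was therefore not established. The autophagy receptor SQSTM1 was at −0.76 and the quinone reductase NQO1 at −0.70, while glutathione reductase GSR was higher at 0.42 in a chromosome 8 window with a median of 0.51, and stood at −0.09 with window medians set to 0. Of 55 focal adhesion and actin genes, 27 were lower and 11 higher, also when adjusted over the list alone. Their median was −0.12 (camera in limma, adjusted p = 6.86e-04), against adjusted p = 0.716 with an estimated correlation. TMSB4X and EVL were among the lower members and SCIN among the higher. The paper names these genes as changed in the same libraries, so the list is not fully independent of its results. Genes of glycolysis and the hypoxia response were higher in 14 of 36 and lower in 5, also when adjusted over the list alone, with a median of 0.15 (camera in limma, adjusted p = 0.0441), against adjusted p = 0.846 with an estimated correlation. The glucose transporter SLC2A1 was at 1.28 and the histone demethylase KDM3A at 0.84, while the carbonic anhydrase CA12 was lower at −0.89. The camera call of this list was lost without WT replicate 1, 2 or 3 (adjusted p = 0.0748, 0.0745 and 0.0552 in limma, in a range of 7.32e-04 to 0.0793 over its alternatives). Of 35 FOXO targets and PI3K pathway genes, 18 were higher and 7 lower (18 and 8 when adjusted over the list alone), with a median of 0.20 (camera in limma, adjusted p = 0.0507), more higher genes than chance by a one-sided Fisher's exact test (adjusted p = 3.83e-05), and with CITED2 at 1.08, SESN3 at 1.12 and BCL2L11 at −0.78. This list passed 0.05 without any single GPS2-KO replicate and without WT replicate 2 (adjusted p from 0.0186 to 0.0479 with camera in limma, in a range of 0.00441 to 0.0865 over its alternatives). With an estimated correlation camera gave adjusted p = 0.716 for it.

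Lipid and stress lists moved both ways, and one-sided Fisher's exact tests found more lower genes than chance for cholesterol biosynthesis (adjusted p = 0.00906), fatty acid synthesis (adjusted p = 0.0190), ATF4 targets (adjusted p = 5.87e-04) and immediate early genes (adjusted p = 0.0197). These tests, like those of the other lists, made no allowance for the abundance of the genes or for their moving together. Of 24 genes of cholesterol biosynthesis, 11 were lower and 6 higher, also when adjusted over the list alone (median −0.10, adjusted p = 0.786 from camera in limma), with CYP51A1 at −0.61 and LSS at −0.54 in windows with medians of −0.22 and −0.29, and FDFT1 at 0.69 in a window with a median of 0.43. Fatty acid synthesis had 12 of 30 lower and 7 higher (12 and 8 when adjusted over the list alone, median −0.06, adjusted p = 0.589 from camera in limma), with ELOVL5 at −0.89, FADS1 at −0.71 and SCD5 at 1.38. ATF4 targets had 16 of 33 lower and 6 higher (16 and 7 when adjusted over the list alone, median −0.16, adjusted p = 0.366 from camera in limma), with GDF15 at −1.34, SLC7A11 at −1.57 and PHGDH at 0.74. The unfolded protein response had 8 of 27 higher and 8 lower (8 and 9 when adjusted over the list alone, median −0.05, adjusted p = 0.911 from camera in limma), with SSR1 at −0.46 in a window with a median of −0.25, and XBP1 at 0.65 and P4HB at 0.27. Immediate early genes had 13 of 34 lower and 5 higher (14 and 6 when adjusted over the list alone, median −0.23, adjusted p = 0.589 from camera in limma), with ZFP36L2 at −0.67 and EGR3 at 1.56 in a window with a median of 0.41. Of 52 measured histone genes of 81, 5 were higher and 8 lower, also when adjusted over the list alone (median −0.01 and from −0.09 to 0.02 over the alternatives, adjusted p = 0.959 from camera in limma), with H2BC11 at −0.69, H2BC12 at −0.42 and H2BC21 at 0.44 in a window with a median of 0.23. Of 79 cytosolic ribosomal protein genes, 14 were higher and 6 lower, also when adjusted over the list alone (median 0.03, adjusted p = 0.428 from camera in limma), with RPL30 at 0.42 and RPS20 at 0.41 on chromosome 8 in windows with medians of 0.26 and 0.42, and RPS24 at −0.29 on chromosome 10 in a window with a median of −0.21. With window medians set to 0, RPS20 stood at −0.01 and RPS24 was not called (adjusted p = 0.0112 from edgeR, from 2.34e-28 upward over its alternatives).

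Markers of cell identity gave no group shift past camera's test, while one-sided Fisher's exact tests found more higher genes than chance among luminal (adjusted p = 0.0288) and mesenchymal markers (adjusted p = 0.0190) and more lower genes among fibroblast and immune cell markers (adjusted p = 0.0237). Of 30 luminal and epithelial markers, 11 were higher and 8 lower, also when adjusted over the list alone, with a median of 0.05, a mean of −0.12 and camera in limma pointing down (adjusted p = 0.788), and GRHL2 and XBP1 were among the higher and AGR2 among the lower. ESR1, the gene for estrogen receptor α and chosen after its values were seen, was at 0.45 (adjusted p = 2.37e-13 from edgeR). Of 28 mesenchymal and basal-like markers, 11 were higher and 9 lower (11 and 12 when adjusted over the list alone), with a median of 0.20 (camera in limma, adjusted p = 0.942). That median fell to 0.03 with a median TPM or a median CPM above 1. LGALS1 was at 1.23, TWIST1 at 5.09 from 0.0777 to 2.68 CPM, and TGFBI at −3.13. Of 23 fibroblast and immune cell markers only 8 passed the low-count filter, of which 5 were lower and 0 higher, also when adjusted over the list alone. Their median was −0.67 (camera in limma, adjusted p = 0.366), and it turned to 0.16 without the filter. COL1A1 was at −0.49 and COL3A1 at −1.29.

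Of 21 genes of the corepressor complex and of TRAF6 and Ubc13, 10 were lower and 4 higher (11 and 5 when adjusted over the list alone), with a median of −0.19 (camera in limma, adjusted p = 0.436) and more lower genes than chance by a one-sided Fisher's exact test (adjusted p = 0.00955). The 10 include GPS2, the edited gene, whose fall comes with the design, and the test was not repeated without it. Lower were GPS2 at −0.22, NCOR1 at −0.37 in a chromosome 17 window with a median of −0.46, NCOR2 at −0.25, TBL1X at −0.38, TAB3 at −0.26, MAP3K1 at −0.65, TRAF2 at −0.19, UBE2N, which encodes Ubc13, at −0.28, UBE2V1 at −0.22 and USP38 at −0.27. Higher were TAB2 at 0.28, MAP3K7 at 0.20, KDM4A at 0.34 and UBE2V2 at 0.31, in a chromosome 8 window with a median of 0.42. Not called were HDAC3 at 0.15 (adjusted p = 0.00248 from edgeR), HDAC2 at 0.12 (adjusted p = 0.00171 from edgeR), HDAC1 at −0.06 (adjusted p = 0.0892 from edgeR), TBL1XR1 at 0.13 (adjusted p = 0.00560 from edgeR), CORO2A at −0.43 (adjusted p = 0.00148 from edgeR), TAB1 at 0.19 (adjusted p = 0.00368 from edgeR) and TRAF6 at 0.09 (adjusted p = 0.242 from edgeR). MAP3K7 was not called without WT replicate 1 (adjusted p = 0.00104 from edgeR) or WT replicate 2 (adjusted p = 0.00123), in a range of 1.46e-05 to 0.00123, and TRAF2 was not called without GPS2-KO replicate 2 (adjusted p = 0.00307 from edgeR) or WT replicate 1 (adjusted p = 0.00361), with upper-quartile scaling or with window medians set to 0, in a range of 5.79e-05 to 0.0105. HDAC3 was called at 0.18 with upper-quartile scaling and at 0.15 without the low-count filter, HDAC2 was called with DESeq2 and under 7 other alternatives, TBL1XR1 with upper-quartile scaling, CORO2A without the low-count filter and TAB1 with window medians set to 0, and NCOR1, UBE2V2 and HDAC3 changed sign with window medians set to 0.

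Of the list of 13 mtDNA-encoded mRNAs, 0 were in the table, so that list was not analysed here. Nuclear copies of mitochondrial genes, chosen after their values were seen, were in the table, and since these are nearly identical to the mitochondrial genes the origin of their reads is uncertain. MTND1P23 was at −0.77 (adjusted p = 0.00816 from edgeR), MTND2P28 at −0.66 (adjusted p = 0.00822 from edgeR), MTCO1P12 at −0.52 (adjusted p = 0.0211 from edgeR) and MTATP6P1 at −0.39 (adjusted p = 0.0939 from edgeR), all over the threshold of 0.001.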
